# Maize Stem Response to Long-Term Attack by *Sesamia nonagrioides*

**DOI:** 10.3389/fpls.2018.00522

**Published:** 2018-04-23

**Authors:** Victor M. Rodriguez, Guillermo Padilla, Rosa A. Malvar, Mario Kallenbach, Rogelio Santiago, Ana Butrón

**Keywords:** maize, omics, corn borer, plant defense, integrative analysis

## Abstract

Plants defend themselves against herbivores by activating a plethora of genetic and biochemical mechanisms aimed at reducing plant damage and insect survival. The short-term plant response to insect attack is well understood, but less is known about the maintenance of this response over time. We performed transcriptomic and metabolomics analyses in order to identify genes and metabolites involved in the long-term response of maize to attack by the corn borer *Sesamina nonagrioides*. To determine the role of elicitors present in caterpillar secretions, we also evaluated the response of maize stem challenged with insect regurgitates. The integrative analysis of the omics results revealed that the long-term response in maize is characterized by repression of the primary metabolism and a strong redox response, mainly mediated by germin-like proteins to produce anti-nutritive and toxic compounds that reduce insect viability, and with the glutathione–ascorbate cycle being crucial to minimize the adverse effects of reactive oxygen species (ROS) on the plant. Our results suggest that different defense mechanisms are involved in the long-term response compared to those reported during the early response. We also observed a marginal effect of the caterpillar regurgitates on the long-term defensive response.

## Introduction

Plants and phytophagous insects are constantly interacting in natural and agricultural environments. Upon recognition of predators, plants activate inducible defenses in order to avoid extensive damage that could compromise their survival. Due to resource restrictions, plants have to constantly balance the allocation of resources to growth and defense and thus inducible defenses must be precisely regulated. This fine-tuning is reflected in specific plant responses to different insect challenges (Bonaventure et al., 2011). Most studies have focused on the elucidation of the mechanisms underlying plant responses to folivore insects; in contrast, little is known about plant-defense mechanisms induced by herbivores that use different feeding strategies or feed on different parts of the plant.

The term “stalk or stem borer” encompasses a number of Lepidopteran caterpillars belonging to three insect families (Noctuidae, Crambidae, and Pyralidae), among which *Sesamia nonagrioides* (Lef) is the prevalent maize pest in the Mediterranean region (Cordero et al., 1998). The most common life cycle of these arthropods shows from two to four generations per year. Larvae of the first generation are scarce and feed on the whorl of juvenile plants, causing plant death or delayed development. Subsequent generations are more numerous and feed on adult plants. Larvae penetrate into the stalk and feed in the stem pith, resulting in crop losses, early leaf senescence, and interference with translocation of metabolites. Larval feeding on stems elicits an early response, largely mediated by phytohormones; stem tissue undergoes extensive transcriptome reprogramming that triggers the expression of protease inhibitors, secondary signal transduction components, pathogenesis-related genes, and transcription factors involved in defensive responses to slow down herbivore development and to limit tissue damage (Zhou et al., 2011; Rodríguez et al., 2012; Dafoe et al., 2013).

Transcriptomic reorganization is eventually reflected in metabolomic changes and substantial modifications of plant cell physical structures. Several metabolites have been associated with maize resistance to attack by stem borers. Short-term herbivory by corn borers has been shown to enhance the accumulation of some antibiotic compounds (e.g., benzoxazinoids and kauralexins). Nevertheless, tissue susceptibility to insect feeding was increased because such changes were not sufficient to counteract the increased availability of soluble protein, sucrose, and linolenic acid from the challenged stem tissue (Malvar et al., 2008; Dafoe et al., 2011, 2013; Schmelz et al., 2011). In parallel, the cell wall has been identified as the main physical barrier to maize attack by stem borers (Malvar et al., 2008). The cell wall acts as a passive physical barrier to restrict insect penetration and renders nutrients within tissues less accessible (Santiago et al., 2008). However, new transcriptome and biochemical evidence has revealed that the maize stem responds to attack by stalk borers by activating genes and inducing the synthesis of compounds involved in cell-wall strengthening (e.g., diferulic acid and lignin) (Rodríguez et al., 2012).

The early plant response to insect attack has been comprehensively studied in many plant–insect interactions. Early maize responses to leaf feeding by chewing and sucking insects have been the subject of many investigations using transcriptomic, proteomic, and metabolomic approaches (Marti et al., 2013; Tzin et al., 2015; Guo et al., 2017). However, fewer studies have focused on the late maize response to stem attack by corn borers, although it has been demonstrated that the long-term plant response to insect chewing could be stronger than the early response and become systemic (Stout et al., 2009). Many authors have also observed a clear difference in plant response to sucking insects following short- versus long-term exposure (Gutsche et al., 2009; Tzin et al., 2015; Uawisetwathana et al., 2015; Donze-Reiner et al., 2017). In particular, the antibiotic effect triggered by corn borers only seems to be relevant in the long-term response, and changes in the response to short- versus long-term attack, due to continuous cross-talk between the plant and the larvae, could contribute to increased antibiosis over time (Santiago et al., 2017).

Plants could perceive the presence of herbivores through touch, e.g., insect crawling on plant surface or egg deposition, but it is generally accepted that a combination of both, mechanical damage and the delivery of chemical elicitors abundant in the insect saliva, is responsible for the full plant response to insect herbivores (Reymond et al., 2000; Hall et al., 2004; Engelberth et al., 2007; Little et al., 2007). Interestingly, most of the compounds present in insect secretions are not elicitors of general responses in all plant species but are usually restricted to particular plant–insect associations (Bonaventure et al., 2011). Lepidopteran caterpillars produce two types of secretions: oral secretions (OSs) produced in the digestive system and saliva produced in the salivary glands (Felton, 2008). The previously untested secretions of *S. nonagrioides* were tested in the current study to gain more insight into the induction of stem defenses by stem borer secretions and to complement the few available studies reporting activation of maize defenses after elicitation with stem borer secretions (Dafoe et al., 2013; Louis et al., 2013).

Understanding the complexity of the plant defensive response requires the analysis of all metabolic pathways within a plant with potential activity against herbivores, rather than focusing on a particular subset. In this context, the development of new omics tools has made it possible to obtain large amounts of metabolomic, proteomic, and transcriptomic data involved in plant response to insect attack. The integration of data obtained from these multidisciplinary omic approaches is the current challenge. We used a multi-omic approach to elucidate the long-term response of maize plants to attack by the corn borer *S. nonagrioides*. Maize plants were also treated with regurgitate obtained from *S. nonagrioides* larvae to differentiate the plant response due to effectors and elicitors present in the insect regurgitate from that due to mechanical chewing.

## Materials and Methods

### Plant Material and Experimental Design

Seeds of the inbred line PB130 were sown in pots and grown under greenhouse conditions. In a previous report, we evaluated the early transcriptomic response of this resistant inbred line to attack by *S. nonagrioides* (Rodríguez et al., 2012). At maize silking, each treatment [infestation with *S. nonagrioides* larvae, wounding, wounding + regurgitate, and control (untreated plants)] was applied to three different plants (biological replicates). The plants were infested by laying three 2nd instar larvae of *S. nonagrioides* on each maize plant. Larvae were placed between the leaf sheath and the stem, in the first and second internodes below the main ear. Wounding was performed with a scalpel; three wounds (scratches) of 5 × 5 mm were made to the leaf sheaths below the main ear. After wounding, 5 μl of 0.1 M phosphate buffer solution (PBS) or *S. nonagrioides* regurgitate suspended in PBS was applied using a micropipette to each wound, depending on the treatment. The wound site was sealed with parafilm to reduce drying. Wounding and wounding + regurgitate application were repeated every other day. To obtain insect regurgitates, 50 *S. nonagrioides* larvae were gently pinched with tweezers, causing the regurgitation of approximately 2 μl that was re-suspended in phosphate buffer and kept frozen at -80°C until use.

Fifteen days after treatment application, a section (free of damage) of approximately 2 cm in the upper part of the stalk internode just below the ear was collected from each plant. The leaf sheath was discarded. Samples were immediately frozen in liquid nitrogen and conserved at -80°C.

### Fatty Acid/Amino Acid Conjugate Analysis of the Regurgitate

Fatty acid/amino acid conjugates (FACs) were analyzed from 10 μl of *S. nonagrioides* regurgitate, diluted 10-fold with 70% MeOH (v/v). Nonadecylyl-L-glutamine (C19:0-Gln) was used as the internal standard [500 pg/μl (m/v)]. A 10 μl sample was injected into an LC–ESI–MS/MS instrument (Varian 1200 Triple-Quadrupole–LC–MS system; Varian Inc., Walnut Creek, CA, United States). Mobile phases were (A) H_2_O containing 0.05% (v/v) formic acid (FA) and (B) methanol. The following gradient was used: 0–2.5 min 15% B (v/v), 2.5–4.5 min 15–98% B, 4.5–17.5 min 98% B, 17.5–18.5 min 98–15% B, and 18.5–20 min 15% B. A 50 × 2 mm, 120 Å, C18 column (Phenomenex, Aschaffenburg, Germany) attached to a precolumn (C18, 4 × 2 mm, Phenomenex, Aschaffenburg, Germany) was used with a flow of: 0–1.0 min 0.4 ml min^-1^, 1.0–1.5 min linear gradient from 0.4 to 0.2 ml min^-1^, 1.5 to 15 min 0.2 ml min^-1^, 15 to 15.5 min 0.4 to 0.2 ml min^-1^, and 15.5 to 20 min 0.4 ml min^-1^. To minimize contamination, only the solvent eluting from the column between 1.5 and 15.5 min was injected into the mass spectrometer. Between 0 and 1.5 min and 15.5 and 25 min, a mixture of 1/1 (v/v) MeOH/H_2_O was injected to flush the MS/MS system. Detection was performed in negative ionization mode using multiple reaction monitoring (MRM) after collision-induced dissociation (CID) with argon gas. For ionization, the needle was set to 5000 V and the drying gas (N_2_) to 300°C and 20 psi (housing 50°C). The detector was set to 1400 V. Quantification was based on the peak area of the internal standard C19:0-Gln. The MS Workstation software version 6.8 (Varian Inc., Walnut Creek, CA, United States) was used to control the instrument and calculate peak areas.

### Metabolomic Profile

Metabolic profile was obtained in three biological replicates per treatment. Metabolites of each maize sample were isolated from 100 mg of frozen ground tissue in 1 ml of extraction buffer [50 mM of acetic acid in 40% MeOH (v/v)]. Samples were vortexed for 20 min and centrifuged at 20,000 × g/4°C. Extracts were filtered through a 0.22-μm membrane to remove particles. A 5 μl sample was injected into a UPLC–QTOF instrument (Waters HDMS Synapt; Waters Inc., Milford, MA, United States). Mobile phases were (A) H_2_O containing 5/0.1% (v/v) acetonitrile/FA and (B) acetonitrile containing 0.1% FA. The following gradient was used: 0–17.3 min, linear gradient from 0 to 22% B (v/v), 17.3–27.3 min 22–28% B, 27.3–28 min 28–40% B, 28–28.5 min 40–100% B, 28.5–30 min 100% B, 30–30.5 min 100–0% B, and 30.5–32 min 0% B, using a 100 × 2.1 mm, 1.7 μm UPLC ethylene-bridged hybrid (BEH) C18 column (Waters Acquity, Waters Inc., Milford, MA, United States) with a flow of 0.3 ml min^-1^. The following settings were applied during the LC–MS runs: capillary voltage at 3.0 kV, cone voltage at 28 eV, and collision energy at 4 eV. For the LC–MS/MS runs, collision energy was set to 10–25 eV. Both negative and positive ionization modes were selected using the electrospray ionization (ESI) interface. The MassLynx Software version 4.1 (Waters Inc., Milford, MA, United States) was used to control the instrument and calculate accurate masses. Ion abundance with a *P*-value ≤ 0.05 (one-way ANOVA) and a -1 ≤ logFC ≥ 1 were considered differentially accumulated in both conditions. The metabolomics data were submitted to the MetaboLights repository (Accession No. MTBLS575).

### RNA Isolation, Library Preparation, and Sequencing

Individual sample tissues (three biological replicates per treatment) were ground in liquid nitrogen and the RNA was extracted using the Spectrum^TM^ Plant Total RNA Kit (Sigma–Aldrich, St. Louis, MO, United States). To remove any traces of genomic DNA, the RNA was treated with DNase. Twelve massive analysis of 3′-cDNA ends (MACE) libraries, one from each sample, was constructed by GenXPro GmbH (Frankfurt am Main, Germany). Transcript libraries were constructed as described by Zawada et al. (2014). Briefly, poly-adenylated mRNA was isolated from 1 μg of total RNA and cDNA was produced by first and second strand synthesis using the SuperScript^®^ III First-Strand Synthesis System (Life Technologies GmbH) with modified barcoded poly-T adapters that are biotinylated at the 5′-end. After cDNA random-fragmentation, the 3′-ends were captured by streptavidin beads and the 5′-ends of ≈250-bp-long fragments from the 12 barcode samples were sequenced (single-read) using an Illumina Hiseq 2000 version 4 (Illumina, Inc., San Diego, CA, United States), with 1 × 125 bp (6 bp are used for a barcode). In order to avoid PCR-bias differences in amplification efficiency, GenXPro’s “TrueQuant” method was applied. Briefly, this method identifies and eliminates copies with an identical barcode-sequence combination from the generated dataset (Yakovlev et al., 2014).

Low-quality ends and adapters were removed from the reads using Cutadapt (Martin, 2011). Cleaned and trimmed reads were processed according to the following sequential pipeline:

(1) Assembly and annotation to the ENSEMBL maize genome, release 23^1^.
(2) Annotation to the transcriptome from the same release with those reads for which no information could be retrieved after (1).
(3) Assembly of all reads with no annotation after (1) and (2) and BLASTX with the generated contigs to the swissprot database.
(4) BLASTN with the generated contigs after (3) to all plant transcriptomes.

Assemblies were performed with NovoAlign v3.00.05^2^; reads mapping to multiple locations were limited to 10. All other options were set at default. Normalization and differential expression analysis were performed using the R package DESeq (Anders and Huber, 2010) with the default parameters. Gene Ontology (GO) annotations and enrichment analyses were performed independently for the up- and down-regulated genes within each comparison with the online webserver Plant GeneSet Enrichment Analysis toolkit (Yi et al., 2013). Besides GO gene sets, this analysis includes two other categories: Gene family-based gene sets (GFam) from the Plant Transcription Factor and the ubiquitin proteasome system (PlnTFDB/plantsUPS) databases and curated gene sets from the PlantCyc. The KEGG ortholog annotation (KO) and identification of significant pathways were carried out using the KOBAS 2.0 server^3^ (Xie et al., 2011), with the UniProtKB accession numbers being used as the input terms. Therefore, differentially expressed model genes with no loci linked to them were not included in the analyses. Gene enrichment analyses in particular pathways were performed for each comparison, but including up- and down-regulated genes.

Transcripts/genes with a false discovery rate (FDR) < 0.05 were considered differentially expressed between conditions. The whole transcriptomic dataset was submitted to the Gene Expression Omnibus (GEO) repository (Accession No. GSE107133).

### Data Integration: O2PLS Model

In order to integrate the transcriptomic and metabolomics data, we performed an O2PLS analysis. This method decomposes the variation present in the two data matrices into three parts, the joint variation between the two datasets, the orthogonal variation that is unique to each dataset and noise. The model assumes that some latent variables are responsible for the variation in the joint and orthogonal parts (Bouhaddani et al., 2016). Pre-processing of the datasets was performed as described in Bylesjö et al. (2007). Briefly, both datasets were mean-centered per feature element and the metabolomics data were scaled to unit variance for each resolved peak. Finally, both datasets were scaled to an equal total sum of squares of 1. For better interpretation of the data, only features that were considered significant in individual transcriptomic and metabolomics analyses were considered during the integration analysis.

O2PLS models were calculated using the OmicsPLS package of R (Bouhaddani et al., 2016). To establish the thresholds for identifying the most influential variables, we performed a permutation test. Datasets were reshuffled 1000 times and the O2PLS model was generated for each rearranged dataset. Considering a significant level (α) of 0.05 for both datasets, the upper and lower α/2 quantiles of the loading values were used as thresholds for the latent variables.

## Results

### Identification of Differentially Expressed Genes in Response to Insect Feeding

After removal of low-quality reads, between ∼6 and ∼10.5 million 119-nt reads were detected in each library (**Figure 1A**). 

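The 6 libraries were made from the stem internode below the ear of 3 control plants and of 3 plants that carried *S. nonagrioides* larvae, collected at day 15. The paper gives 3 plants per treatment and treatment at silking, whereas the sample labels give 15 plants per genotype and the VT stage, at tasseling. MACE sequences 1 fragment from the 3′ end of each transcript, so a count stands for a transcript and does not grow with its length. The authors discarded copies of the same molecule, trimmed and aligned the reads, assembled the reads left over, and deposited the number of reads per feature in each library without normalization. Control libraries held between 6474738 and 8508332 counts (median 7158912), and larva libraries between 5651382 and 9882273 counts (median 8501500). Features with a maize gene identifier took between 87.5% and 89.7% of the counts in control libraries, and between 84.9% and 89.1% in larva libraries. From these counts, normalized counts were computed by edgeR's cpm function (CPM), as a share of the counts on maize genes with library sizes scaled by the TMM method, and edgeR's quasi-likelihood test was run on the 19612 maize genes that passed its filter on low counts. The FDR was adjusted by the Benjamini-Hochberg method over those genes. In counts simulated from these libraries, the test called 79.5% of 200 genes that had been given a log2 change of 2. Larva replicates 2 and 3 differed by little more than sampling noise, with a chi-square of 1.60 per degree of freedom over 19070 genes. The other 11 pairs of libraries of 1 group lay between 17.9 and 73.8. The labels and the paper give these libraries as separate plants, and they were kept as 3 replicates together with larva replicate 1.

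**Figure D1:**
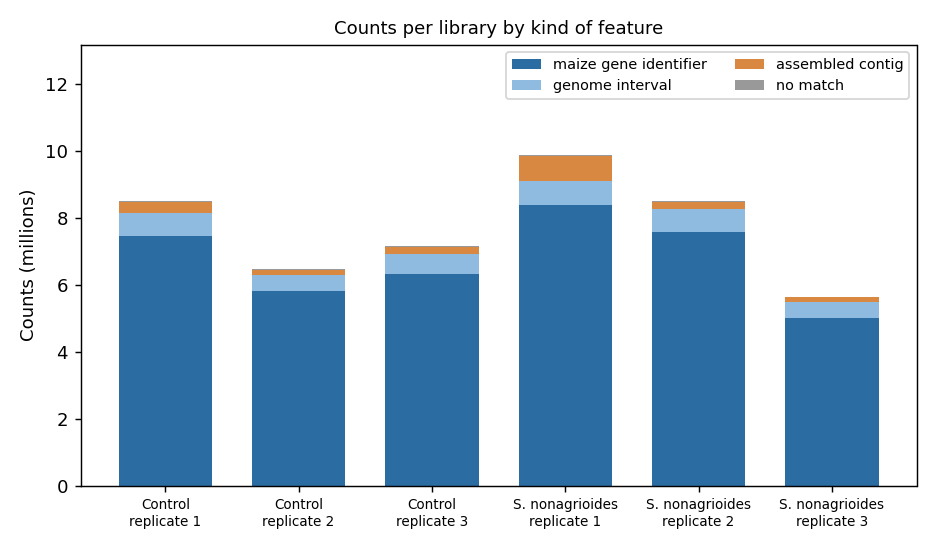
Counts per library of the control and *S. nonagrioides* groups, with 1 bar per library, split by the kind of feature that the reads were counted on. Totals run from 5651382 in larva replicate 3 to 9882273 in larva replicate 1, where assembled contigs take 7.53% of the counts.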

Around 95–99% of the reads were assembled and the percentage of these assembled reads that mapped to the maize reference genome ranged from ∼92% to ∼97%. The assembled and mapped tags gave 50,939 transcripts, but only 29,726 of them corresponded to annotated genomic regions.

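The deposited table of counts holds 194389 features for the 12 libraries of the study. Of these, 29723 carry a maize gene identifier, 21171 are intervals of the genome without a gene identifier, and 143494 are contigs assembled from reads that did not align. Apart from the contigs and a line for reads without a match, 50894 features remain. Among the features with a maize gene identifier, 480 join more than 1 identifier, and 307 of them join more than 1 maize gene identifier. In features that join more than 1 maize gene identifier, reads that fit several genes could not be told apart. Values of such a feature belong to the joined genes together. In GRMZM2G025441, GRMZM2G071630 and GRMZM2G042639, a maize gene identifier is instead joined to a protein entry with the same description. The share of the counts on maize genes that fell on features joining several genes was between 4.14% and 4.98% in control libraries, and between 4.42% and 5.74% in larva libraries.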

**FIGURE 1:**
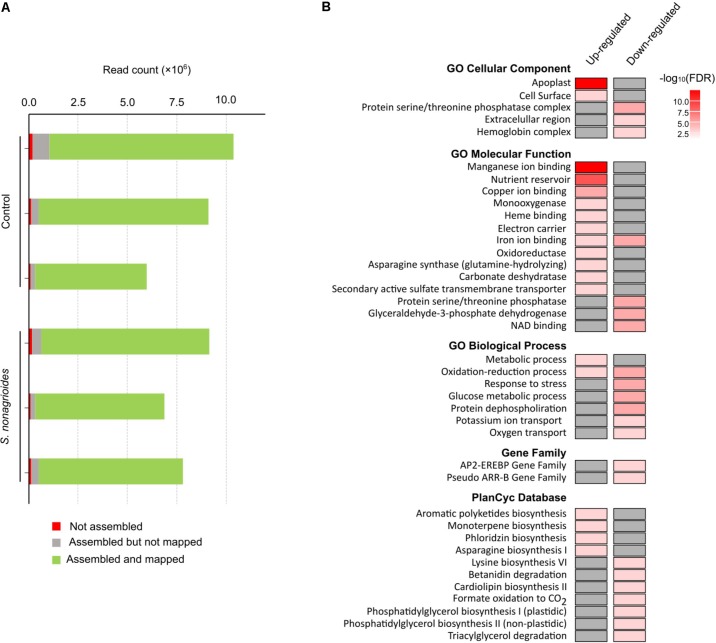
Transcriptomic response to long-term maize challenge with *S. nonagrioides* caterpillars based on results from three biological replicates per treatment. **(A)** Number of reads identified from the six libraries sequenced. **(B)** Enriched GO terms, family-based gene sets (gene family), and PlantCyc curated database terms (FDR < 0.05).

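In the comparison of larva and control libraries, edgeR's quasi-likelihood test gave 0 of 19612 maize genes an FDR under 0.05, while 1918 had an unadjusted p under 0.05. With the same 6 libraries and the same filter, DESeq2 called 273 genes, 132 of them higher and 141 lower after feeding. A rebuilt form of the DESeq test named in the paper's methods, run on 28598 genes without a filter, called 63, of which 41 were higher and 22 lower, and 59 of the 63 were among those called by DESeq2. Among the alternatives, the change of tool to DESeq2 moved the count most. Leaving out control replicate 1 gave 11 genes by edgeR's test, leaving out larva replicate 1 gave 8, leaving out control replicate 2 gave 1 (GRMZM2G075456, lower, named after its value was seen), and leaving out control replicate 3, larva replicate 2 or larva replicate 3 gave 0. The authors' deposited table of this comparison holds 126 maize genes with an FDR under 0.05, 54 higher and 72 lower, which are the genes of Supplementary Table 1. Of these, 118 passed the filter, and the log2 fold change of all 118 had the sign that the paper's table gives. The unadjusted p was under 0.05 for 106 of them, their lowest FDR was 0.0560, and their median FDR was 0.301. When the p-values were adjusted over the list alone, 101 genes had an FDR under 0.05, which is not independent evidence because the list was chosen on these libraries. DESeq2 called 76 of the list and the rebuilt DESeq test 30. With each library left out in turn, the log2 fold change changed sign in 8 genes.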

A total of 126 genes were differentially expressed: 54 were up-regulated and 72 were down-regulated (Supplementary Table 1). 

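Supplementary Table 1 places 20 genes under ROS scavenging, 15 as induced and 5 as repressed. The filter kept 17 of them, all changed in the listed direction, and 15 had an unadjusted p under 0.05. No gene of this class reached an FDR under 0.05 by edgeR's test, where DESeq2 called 12 and the rebuilt DESeq test 7, and 14 had an FDR under 0.05 when adjusted over the list alone, which was chosen on these libraries. Among 4 laccases, AC234190.1_FG002 had 27.1 ± 4.15 normalized counts (CPM; SD, n = 3) in larva libraries and 8.18 ± 4.38 (SD, n = 3) in control libraries, a log2 fold change of 1.72 (standard error 0.35, edgeR FDR 0.261, DESeq2 FDR 0.00250). The laccase gene GRMZM2G094375 had a log2 fold change of 3.01 (standard error 1.13, edgeR FDR 0.464) that rests on larva replicate 1, with 237 CPM there against 14.4 and 16.3 CPM in larva replicates 2 and 3, and without that library it was 0.47. For GRMZM2G169033, larva replicate 1 likewise held 27.5 CPM against 3.10 and 3.43 CPM in the others, and the log2 fold change of 1.88 (edgeR FDR 0.548) became 0.06 without it. The laccase gene GRMZM5G870184 was removed by the filter, with 8.62 ± 7.06 CPM (SD, n = 3) in larva libraries and 0.400 ± 0.270 CPM (SD, n = 3) in control libraries, and larva replicate 1 held 0.470 CPM. A family named by the descriptions in the deposited table held, of these listed laccases, only GRMZM2G169033 among its tested genes. AC234190.1_FG002 and GRMZM2G094375 carry no laccase description there, so the family does not test the listed genes. Its 3 tested laccases were tested together by fry, a directional test of a gene set. They had a median log2 fold change of -0.21 (FDR 0.778, 0.175 to 0.932 under the alternatives). That direction became positive without control replicate 1 (FDR 0.407), without larva replicate 1 (0.175), with a filter on a mean of 10 counts (0.923) and with the replicate number as a block (0.843). The 19 peroxidases so named had a median log2 fold change of -0.36, with 6 of them higher after feeding (fry FDR 0.229, 0.000788 to 0.497 under the alternatives). Without control replicate 2 the peroxidase family had an FDR of 0.000788, and camera, a set test with a preset correlation, gave 0.0138, a call that fry did not make on all 6 libraries.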

The major group of genes differentially expressed after *S. nonagrioides* feeding comprised genes involved in reactive oxygen species (ROS) production and scavenging (peroxidases, laccases, and *cupin-like* genes). Most of these genes were up-regulated, although a significant number of them were down-regulated after treatment. On the contrary, most of the genes involved in plant defense against biotic stresses, including some transcription factors, were down-regulated. 

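Supplementary Table 1 lists 10 genes under defense response, 4 induced and 6 repressed, and 15 genes when its transcription factors and SAR-signaling genes are added, 7 induced and 8 repressed. All 15 passed the filter, changed in the direction of the table and had an unadjusted p under 0.05. By edgeR's test 0 of the 15 had an FDR under 0.05, with a median FDR of 0.330, against 11 called by DESeq2 and 3 by the rebuilt DESeq test. Adjusted over the list alone, all 15 had an FDR under 0.05, in a list that was chosen on these libraries. The median log2 fold change of the 15 was -1.28, and they ranged from -4.18 to 4.90. None of the 15 changed sign when any 1 of the 6 libraries was left out.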

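The pathogenesis-related protein 10 gene GRMZM2G112488 had 90.9 ± 13.2 CPM (SD, n = 3) in larva libraries and 22.2 ± 2.27 CPM (SD, n = 3) in control libraries, a log2 fold change of 2.04 (standard error 0.17). Its FDR of 0.0560 in edgeR's quasi-likelihood test was the lowest of Supplementary Table 1, a value shared with GRMZM2G075456, and it was 0.0478 without control replicate 1 and 0.0429 without larva replicate 1, within a range of 0.0429 to 0.762 over the 6 libraries left out. The pathogenesis-related gene 3, GRMZM2G117989, had 16.1 CPM in larva replicate 1 and 91.6 and 77.2 CPM in the other two, against 3.89 ± 0.910 CPM (SD, n = 3) in control libraries. Its log2 fold change was 3.98 (standard error 0.66, edgeR FDR 0.228), and the FDR was 0.0147 without larva replicate 1. Supplementary Table 1 gives a pair of SAR-signaling genes that act in glycerol 3-phosphate transport. GRMZM5G843302 rose from 12.9 ± 3.83 to 60.1 ± 7.26 CPM (SD, n = 3 each), a log2 fold change of 2.21 (standard error 0.23, edgeR FDR 0.126, 0.0457 without control replicate 1). GRMZM2G104942 rose from 59.0 ± 9.99 to 144 ± 9.85 CPM (SD, n = 3 each), a log2 fold change of 1.28 (standard error 0.16, edgeR FDR 0.201). In all 4 genes every larva library lay above every control library, and DESeq2 gave each an FDR under 0.05. The rebuilt DESeq test did so for GRMZM2G112488, GRMZM5G843302 and GRMZM2G104942, and gave GRMZM2G117989 an FDR of 0.217.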

Just a few pathogen-related (PR) and SAR-signaling-related genes were up-regulated. A gene family-based annotation analysis (GFam) indicated that genes that code for ethylene-responsive proteins with an APETALA2 DNA-binding domain and pseudo *ARR-B* genes were over-represented in the group of genes repressed by *S. nonagrioides* attack (**Figure 1B**). 

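Supplementary Table 1 holds 3 AP2-EREBP genes that passed the filter, all lower after feeding. The deposited table describes GRMZM2G053503 as an ethylene-responsive factor-like protein, which had 16.3 ± 10.7 CPM (SD, n = 3) in larva libraries and 428, 12.8 and 357 CPM in control replicates 1, 2 and 3. A log2 fold change of -4.05 (standard error 1.22, edgeR FDR 0.370) stayed between -4.61 and -3.53 with each library left out. GRMZM2G169382 had 7.34 ± 0.800 CPM (SD, n = 3) in larva libraries and 122, 4.03 and 24.8 CPM in the control replicates, and its log2 fold change of -2.79 (standard error 1.03, edgeR FDR 0.456) was -0.99 without control replicate 1. GRMZM2G061487 fell from 52.4 ± 15.8 to 21.4 ± 0.780 CPM (SD, n = 3 each), a log2 fold change of -1.29 (standard error 0.22, edgeR FDR 0.228, DESeq2 FDR 0.000932), and its groups did not overlap. Of 47 tested genes that the deposited table describes as AP2, EREBP or ethylene-responsive, 14 were higher and the median log2 fold change was -0.17 (fry FDR 0.308, 0.0162 to 0.509 under the alternatives). The set test camera gave the lower end of that range, 0.0162, and fry on all 6 libraries did not make that call.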

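Supplementary Table 1 lists 7 nodulin-like genes, all repressed, of which 6 passed the filter, all with a negative log2 fold change between -4.56 and -1.31. In the same table 5 genes stand under carbohydrate catabolism, and their log2 fold changes were between -2.95 and -1.53. In both classes edgeR's test gave 0 genes an FDR under 0.05, with an unadjusted p under 0.05 for 5 of the nodulin-like genes and 3 of the carbohydrate genes. DESeq2 called 3 and 1 of them, and the rebuilt DESeq test 2 and 0. Adjusted over the list alone, the counts were 5 and 3, in lists chosen on these libraries. The nodulin gene GRMZM2G139834 fell from 438 ± 135 to 148 ± 16.8 CPM (SD, n = 3 each), a log2 fold change of -1.57 (standard error 0.25, edgeR FDR 0.228, DESeq2 FDR 4.91e-06), and its groups did not overlap. The early nodulin 93 gene GRMZM2G147399 had 496 CPM in control replicate 1, 5.78 and 5.72 CPM in the other control replicates and 9.64 ± 7.8 CPM (SD, n = 3) in larva libraries. The log2 fold change of -4.17 (standard error 1.88, edgeR FDR 0.538) changed sign to 0.72 without control replicate 1. For GRMZM2G014705, a gene the paper's table matches to early nodulin 93 of rice, the log2 fold change went from -3.90 (standard error 1.41, edgeR FDR 0.447) to -1.64 without that library. The glyceraldehyde-3-phosphate dehydrogenase genes GRMZM2G176307 and GRMZM2G071630, the second a feature that joins several identifiers, also rested on control replicate 1, with 1241 and 788 CPM there. Control replicates 2 and 3 held 172 and 103 CPM of GRMZM2G176307 and 102 and 76.2 CPM of GRMZM2G071630, against 169 ± 32.9 and 112 ± 12.3 CPM (SD, n = 3 each) in larva libraries. Their log2 fold changes of -1.58 (edgeR FDR 0.629) and -1.53 (edgeR FDR 0.632) became 0.30 and 0.33 without control replicate 1.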

Genes involved in primary metabolism [i.e., carbohydrate transport (nodulin-like genes), metabolism of carbohydrates, and lipids] were down-regulated by insect feeding.

Gene Ontology analysis revealed significant up-regulation of genes encoding for proteins located on the cell surface and especially in the apoplast, while genes located in the protein serine/threonine phosphatase complex, the extracellular region, and the hemoglobin complex were down-regulated (**Figure 1B**). According to molecular function and biological process categories, genes in the nutrient reservoir activity and manganese ion-binding GO categories were up-regulated, whereas genes involved in glucose metabolism and de-phosphorylation processes were down-regulated (**Figure 1B**).

### Metabolic Profile of the Maize Stem in Response to Insect Feeding

When plants were challenged with *S. nonagrioides* caterpillars, 85 ions were differentially accumulated (**Figure 2** and Supplementary Table 2). Fifty-three were identified in positive, 26 in negative, and 5 in both ionization modes. A list of metabolites previously identified as being involved in defense against attack by Lepidopteran larvae (Supplementary Table 3), along with publically available databases, was used to annotate the 85 differentially accumulated ions. Twenty-nine molecular formulas could be assigned to the set of differentially accumulated ions. Approximately 50% of these molecular formulas could be significantly associated with a maximum of two metabolites in the databases.

**FIGURE 2:**
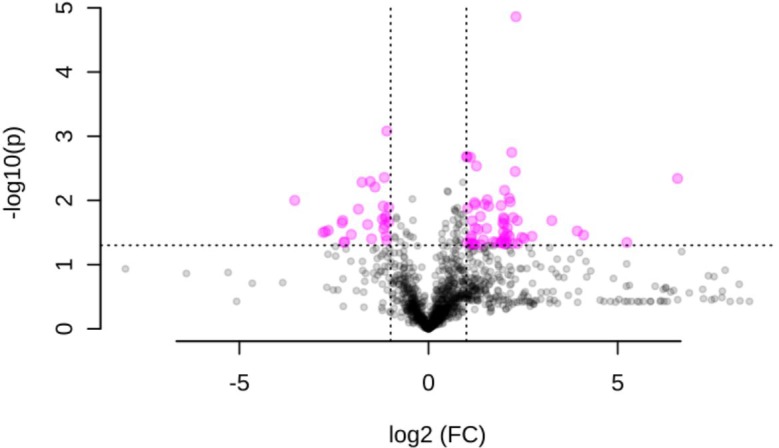
Volcano plot of the metabolomics response to long-term maize challenge with *S. nonagrioides* caterpillars based on results from three biological replicates per treatment. Significant metabolites (*P*-value < 0.05 and a –1 < log_2_FC > 1) are represented in pink color.

The concentration of several antioxidant molecules, including low mass molecular thiols (i.e., glutathione and L-Cys–Gly; NADH, which acts as a cofactor of several antioxidant enzymes; and the phenylpropanoid Safflomin C), decreased after *S. nonagrioides* feeding. Another putative compound that decreased after insect feeding, 2,4-dihidroxi-7-metoxi-1,4-benzoxazin-3-ona (DIMBOA), is a benzoxazinoid with known insecticidal properties. A significant accumulation of DIMBOA-glucoside was observed although the logFC did not exceed 1. However, increases in metabolites potentially involved in plant defense were also observed. Some of these metabolites could be classified as alkaloids based on their molecular formula and their possible structures. Four ions that increased after insect attack could be assigned to compounds other than alkaloids that are likely involved in plant defense. Two of these compounds have been associated with plant defense against fungi: indoleacrylic acid (an auxin derivate) and 4-*O*-β-glucosylsinapate (a phenylpropanoid compound, and in particular, a monolignol glucoside) (Matchett, 1972; Yogendra et al., 2014). Another ion could be associated with Sesartemin, which is a lignan that has been demonstrated to inhibit monooxygenase activity in the gut of the European corn borer (*Ostrinia nubilalis*) (Bernard et al., 1989). The last ion could be associated with two compounds, *trans*-aconitate and dehydroascorbic acid. *Trans*-aconitate is synthesized in response to a wide range of stresses either biotic or abiotic, and plants of the Poaceae family are especially rich in this compound (Katsuhara et al., 1993; Rémus-Borel et al., 2009), whereas dehydroascorbic acid acts in plant protection against oxygen-free radicals (Rautenkranz et al., 1994).

### Multiomics Integrative Analysis of the Response to Insect Feeding

Integration analysis was performed using from one to three joint components and one orthogonal component per dataset (transcriptomic and metabolomics). The model used with three joint components explained more than 90% of the total variation of the transcriptome ($R_{t}^{2}$) and metabolome ($R_{m}^{2}$) (**Figure 3A**). Almost 100% of the modeled transcriptome and metabolome variations were considered joint variation because they could be explained by variation in the complementary model [metabolomics ($R_{mCORR}/R_{m}^{2}$) and transcriptomic ($R_{tCORR}/R_{t}^{2}$) models, respectively]. Based on the loading coefficients thresholds calculated after 1000 permutations, we identified 10 transcripts and 16 metabolites as having the most influence on the model (**Figure 3B**). The induced transcripts with the highest influence on the metabolome code for proteins involved in response to stresses and cell detoxification, whereas those that were repressed are associated with carbohydrate metabolism and transport, synthesis of cell wall proteins, and biosynthesis of ethylene (**Table 1**). 

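Only the transcript values behind Table 1 are in the deposited counts, and the joint model with the metabolome was not analysed here. The subtilisin-chymotrypsin inhibitor gene GRMZM2G042789 had 92.7 CPM in larva replicate 1 and 3818 and 3616 CPM in larva replicates 2 and 3, against 84.1 ± 59.1 CPM (SD, n = 3) in control libraries, where replicate 2 held 149 CPM. Its log2 fold change of 4.90 (standard error 1.30, edgeR FDR 0.330, DESeq2 FDR 0.0173) was the highest of the tested genes of Supplementary Table 1, and its edgeR FDR was between 0.0681 and 0.872 with each library left out. The nonspecific lipid-transfer protein gene GRMZM2G320373 rose from 130.3 ± 40.8 to 514 ± 147 CPM (SD, n = 3 each), a log2 fold change of 1.98 (standard error 0.33, edgeR FDR 0.228, DESeq2 FDR 3.11e-06). Among the repressed transcripts, the beta-glucosidase aggregating factor 1 gene GRMZM2G172204 fell from 538 ± 330.2 to 69.8 ± 16.8 CPM (SD, n = 3 each), a log2 fold change of -2.95 (standard error 0.57, edgeR FDR 0.241, DESeq2 FDR 8.08e-06). The cell wall protein genes GRMZM2G067315 and GRMZM2G168651 fell from 7544 ± 3370.1 to 1381 ± 553 CPM and from 769 ± 260.3 to 179.9 ± 67.6 CPM (SD, n = 3 each). Their log2 fold changes were -2.45 (standard error 0.47, edgeR FDR 0.241, DESeq2 FDR 2.99e-06) and -2.10 (standard error 0.36, edgeR FDR 0.228, DESeq2 FDR 5.08e-06). The rebuilt DESeq test gave GRMZM2G320373 and GRMZM2G168651 FDRs of 0.00432 and 0.0237, and the other genes named so far FDRs over 0.05. In the lipid-transfer, aggregating factor and cell wall protein genes the groups did not overlap, and the sign stayed the same with any 1 library left out. The acetyl transferase gene GRMZM2G028104 had 602, 89.3 and 206 CPM in control replicates 1, 2 and 3 and 83.5 ± 25.3 CPM (SD, n = 3) in larva libraries, and its log2 fold change of -1.84 (standard error 0.66, edgeR FDR 0.443, DESeq2 FDR 0.0942) was -0.82 without control replicate 1.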

Unfortunately, ion identification remains a bottleneck in metabolomics analysis and few features could be assigned to specific compounds. This makes it difficult to obtain a general picture of the joint variation. Three relevant ions could be assigned to specific formulae; one ion was putatively assigned to a phytohormone, another to a detoxification compound, and the third one to two alternative substances, one with antioxidant properties and the other being an intermediate in the synthesis of purines (**Table 2**).

**FIGURE 3:**
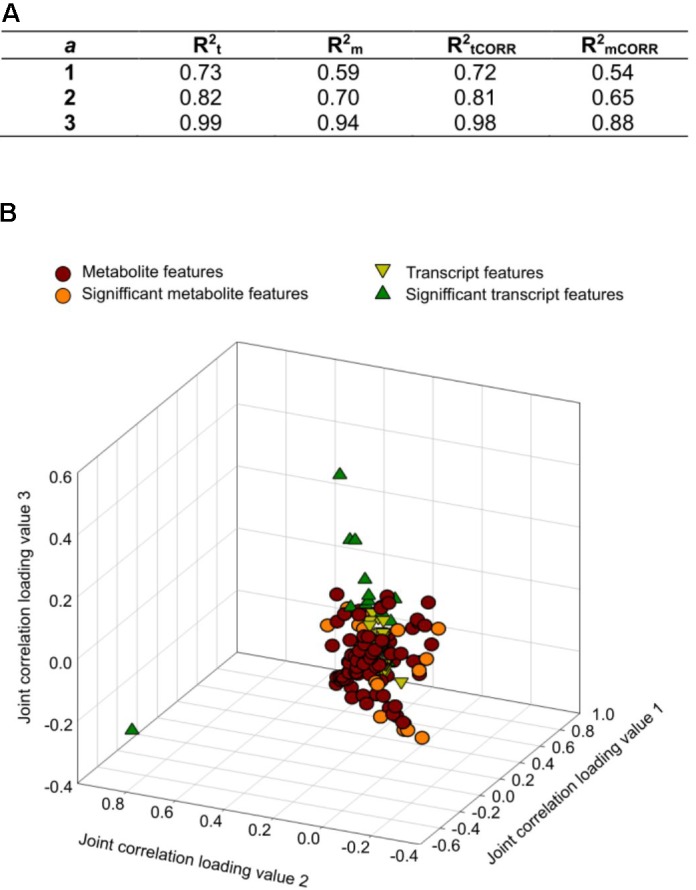
Integrative O2PLS analysis of significant features identified from the transcriptomic and metabolomics analysis of the maize stem after *S. nonagrioides* feeding. **(A)** *R*^2^ for each statistic. The number of orthogonal components was held to 1. The number of joint components varies from 1 to 3. **(B)** Loading values representation of transcripts and metabolites for the three first joint components.

**Table 1:** Transcripts with significant loading coefficient in the integrative O2PLS analysis after *S. nonagrioides* feeding.

Gene ID	Expression	Description	Biological function
GRMZM2G042789	Induced	Subitilisin-chymotrypsin inhibitor	Defense response
GRMZM2G044383	Induced	Glutathione-*S*-transferase	Detoxification
GRMZM2G320373	Induced	Nonspecific lipid-transfer protein AKCS9	Lipid transfer
GRMZM2G028104	Repressed	10-Deacetylbaccatin III acetyl transferase	Terpenoid-derived alkaloid biosynthesis
GRMZM2G176307	Repressed	Glyceraldehide-3-phosphate dehydrogenase 4	Carbohydrate catabolism
GRMZM2G172204	Repressed	β-Glucosidase aggregating factor 1 (bgaf1)	Carbohydrate catabolism
GRMZM2G071630	Repressed	Glyceraldehide-3-phosphate dehydrogenase 3	Carbohydrate catabolism
GRMZM2G147399	Repressed	Early nodulin 93	Carbohydrate transport
GRMZM2G014705	Repressed	Orthologous to a putative early nodulin 93 gene in rice	Carbohydrate transport
GRMZM2G067315	Repressed	Glycine-rich cell wall structural protein 2	Cell wall protein
GRMZM2G168651	Repressed	Hydroxyproline-rich glycoprotein 1	Cell wall protein
GRMZM5G843555	Repressed	Procollagen-proline dioxygenase	Cell wall protein
GRMZM2G013448	Repressed	Aminocyclopropane-carboxylate oxidase	Hormone biosynthesis and perception

**Table 2:** List of identified metabolites with significant loading coefficient in the integrative O2PLS analysis after *S. nonagrioides* feeding.

Exact mass	Expression	Putative formula	Description
337.056	Repressed	C15H14O9/C9H15N4O8P	2-O-Acetyl-*trans*-coutaric acid/5-aminoimidrazole-4-carboxamide-1-β-D-ribofuranosyl 5′-monophosphate
306.076	Repressed	C10H17N3O6S	Glutathione
339.074	Repressed	C15H15CIN2O5	*N*-(Carbomethoxyacetyl)-4-*S*-chlorotryptophan (Chloroindole auxin)

### Qualitative Analysis of FACs in the Insect Regurgitates

In order to determine the presence of elicitors in *S. nonagrioides* regurgitate, we performed a LC–MS/MS analysis. We identified 12 FACs in the *S. nonagrioides* regurgitate (**Table 3**). Similar to other noctuids, *N*-(17-hydroxylinoleoy)-L-glutamine (named Volicitin) was present in the caterpillar regurgitate. Most of the identified FACs derived from oleic (18:1), linoleic (C18:2), and linolenic (18:3) acids. It is worth mentioning that only derivates of linolenic acid are considered active as plant elicitors on maize seedlings (Alborn et al., 1997). The amino acid moiety is also important in order to induce the production of plant volatiles (Mori et al., 2003). Two types of amino acid have been reported to be constituents of FACs: glutamic acid and glutamine. Only traces of FACs with glutamic acid moiety were present in *S. nonagrioides*. These FACs are considered the oldest in evolutionary terms (Mori et al., 2003).

**Table 3:** Concentration of Fatty acid-amino conjugates (FACs) identified in the S. nonagrioides regurgitate.

Compound	RT (min)	MS^1^ (*m*/*z*)	MS^3^ (*m*/*z*)
OH-C18:3-Glu	1.8	381	145.0
OH-C16:0-Glu	2.4	425	145.0
OH-C18:2-Gln	10.9	426	297.0
OH-C18:1-Glu	11.4	423	145.0
OH-C18:2-Glu	11.1	421	145.0
C16:0-Gln	12.6	383	144.9
C18:1-Gln	12.8	409	145.0
OH-C18:1-Gln	11.2	400	271.0
C18:3-Gln	11.9	405	145.0
OH-C18:3-Gln (Volicitin)	10.8	424	295.0
C16:1-Gln-isomer1	12.1	423	145.0
C18:2-Gln	12.3	407	145.1

*RT, retention time.*

### Few Common Features Were Observed Between the Response to Insect Feeding and Insect Regurgitate Treatments

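The comparison rests on 6 further libraries, from 3 wounded plants and from 3 plants whose wounds received *S. nonagrioides* regurgitate, at day 15. The paper describes the same preparation and processing for these as for the larva and control libraries. Regurgitate replicate 3 may nevertheless have been counted in another way. Wounding libraries held between 7970625 and 10056972 counts (median 8144412), and regurgitate libraries between 6008657 and 6888308 counts (median 6706078). Maize genes took 74.4%, 58.4% and 68.0% of the counts in wounding replicates 1, 2 and 3, and 72.8%, 44.2% and 93.1% in regurgitate replicates 1, 2 and 3. Assembled contigs took between 17.4% and 48.0% in all of these libraries except regurgitate replicate 3, where they took 1.03%. The 18285 maize genes that passed the filter were compared between regurgitate and wounding libraries, since both groups were wounded. In counts simulated from these libraries, edgeR's test called 4.5% of 200 genes given a log2 change of 2, and 87.5% of those given a log2 change of 4. On the deposited counts, edgeR's quasi-likelihood test gave 11 maize genes an FDR under 0.05, 2 higher and 9 lower with regurgitate, among 3616 with an unadjusted p under 0.05. With the replicate number as a block, as the deviations of same-numbered libraries went together, the count was 0. DESeq2 called 1633 genes and the rebuilt DESeq test 393. Leaving out regurgitate replicate 2 gave 665 genes by edgeR's test, leaving out wounding replicate 1 gave 35, and leaving out regurgitate replicate 1, regurgitate replicate 3, wounding replicate 2 or wounding replicate 3 gave 0. The number of genes called in both the larva and the regurgitate comparison was 0 by edgeR's test, where 512 genes had an unadjusted p under 0.05 in both, 279 changed the same way and 233 in opposite ways. It was 65 by DESeq2, 30 changed the same way and 35 in opposite ways, and 5 by the rebuilt DESeq test, 1 the same way and 4 in opposite ways. Those 5, named after their values were seen, are GRMZM2G025105, GRMZM2G139834, GRMZM2G308615, GRMZM5G806975 and a feature that joins GRMZM2G006853 and GRMZM2G136372. The authors' deposited table holds 7 maize genes with an FDR under 0.05 in both, 1 the same way and 6 in opposite ways.

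**Figure D2:**
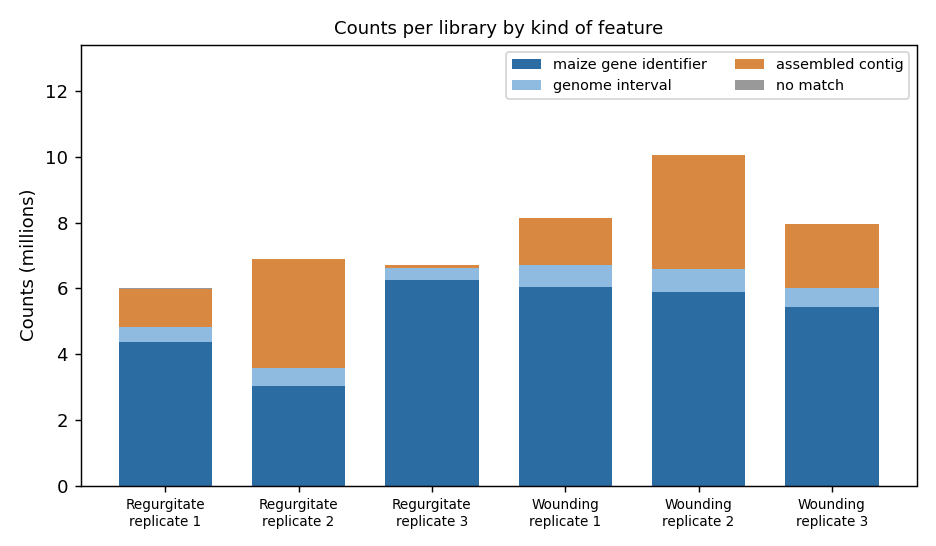
Counts per library of the regurgitate and wounding groups, with 1 bar per library, split by the kind of feature that the reads were counted on. Assembled contigs take 48.0% of regurgitate replicate 2 and 34.4% of wounding replicate 2.

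**Figure D3:**
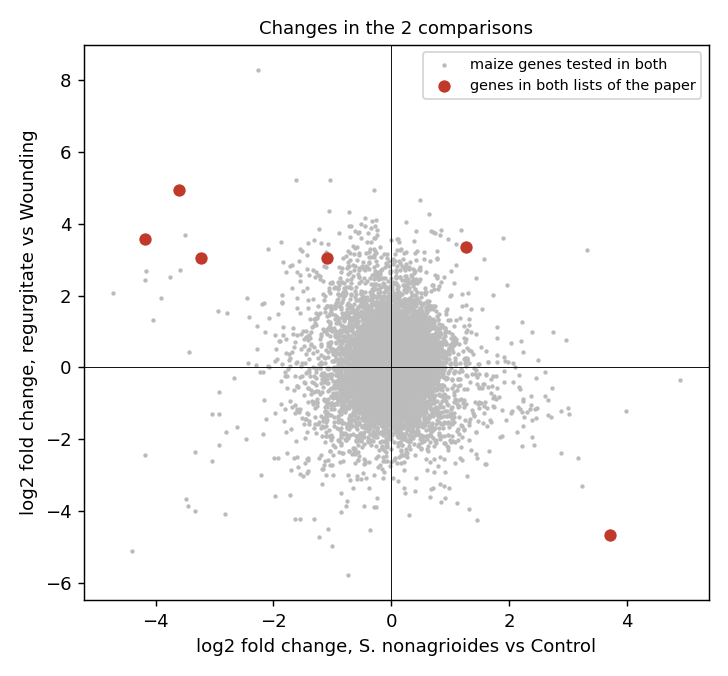
Log2 fold change of each maize gene tested in both comparisons, larva against control on the horizontal axis and regurgitate against wounding on the vertical axis. Larger points mark the genes that are in both lists of the paper and were tested in both comparisons.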

The comparative analysis of the maize response to insect feeding and to caterpillar regurgitates indicated that only seven genes and not a single metabolite were simultaneously implicated in both responses (**Figure 4A**). Curiously, only the transcript GRMZM2G030583, which codes for a *monoterpene synthase* (*tps26*), was over-expressed in both responses. 

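The monoterpene synthase gene GRMZM2G030583 (*tps26*) had 131 ± 11.02 CPM in larva libraries and 54.4 ± 12.4 CPM in control libraries (SD, n = 3 each). Its log2 fold change after feeding was 1.27 (standard error 0.19, edgeR FDR 0.228, DESeq2 FDR 8.48e-06, rebuilt DESeq FDR 0.0262). In the other comparison it had 24.7 ± 18.1 CPM in regurgitate libraries and 2.42 ± 0.860 CPM in wounding libraries (SD, n = 3 each). There its log2 fold change was 3.35 (standard error 0.68, edgeR FDR 0.0861, DESeq2 FDR 0.000157, rebuilt DESeq FDR 0.156), and the FDR was 0.0314 without regurgitate replicate 2, in which the gene had 6.96 CPM. In both comparisons each treated library lay above each library it was compared with, and the log2 fold change stayed positive with any 1 library left out. With all 12 libraries scaled together, the gene had 49.0 ± 11.1 CPM in control and 2.67 ± 0.98 CPM in wounding libraries (SD, n = 3 each). Regurgitate libraries had 27.0 ± 19.4 CPM (SD, n = 3) on that scale. The regurgitate response is thus a rise over wounded plants, and its mean was not above that of untreated plants. The difference between the log2 fold changes, larva response minus regurgitate response in 1 fit of all 12 libraries, was -2.06 (standard error 0.69, edgeR FDR 0.157), with an FDR of 0.0127 without regurgitate replicate 2.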

The remaining common transcripts showed opposite behavior in response to the two stimuli. The expression of genes GRMZM2G025441, GRMZM5G843555, GRMZM2G013448, GRMZM2G045155, and GRMZM2G099420 was down-regulated after *S. nonagrioides* feeding but up-regulated after insect regurgitate challenge, whereas the opposite behavior was observed for the transcript GRMZM2G412598 (**Figure 4B**).

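The peroxidase 70 gene GRMZM2G025441, a feature that joins several identifiers, fell from 216 ± 48.5 CPM in control to 102 ± 11.5 CPM in larva libraries (SD, n = 3 each). The gene had a log2 fold change of -1.08 after feeding (standard error 0.20, edgeR FDR 0.231, DESeq2 FDR 0.00110, rebuilt DESeq FDR 0.0666). It had 43.1 ± 23.6 CPM with regurgitate and 5.25 ± 1.70 CPM after wounding (SD, n = 3 each; log2 fold change 3.04, standard error 0.54, edgeR FDR 0.0820, 0.0254 without regurgitate replicate 2, DESeq2 FDR 2.36e-05, rebuilt DESeq FDR 0.0433). With all 12 libraries scaled together, its means were 195 CPM in control, 5.78 CPM in wounding and 47.3 CPM in regurgitate libraries. The difference between its responses was -4.10 on the log2 scale (standard error 0.59, edgeR FDR 0.0223, DESeq2 FDR 6.30e-08), and its edgeR FDR was 0.132 with every feature, 0.0787 with larva replicates 2 and 3 as 1 sample, 0.0723 without larva replicate 2, 0.0809 without larva replicate 3, 0.0587 without regurgitate replicate 1, 0.0512 without wounding replicate 2 and 0.0559 without wounding replicate 3. The aminocyclopropane-carboxylate oxidase gene GRMZM2G013448 had 1166, 38.9 and 300.0 CPM in control replicates 1, 2 and 3 and 53.6 ± 11.03 CPM (SD, n = 3) in larva libraries, a log2 fold change of -3.23 (edgeR FDR 0.399) that was -1.66 without control replicate 1. With regurgitate its log2 fold change was 3.04 (standard error 0.58, edgeR FDR 0.0820, 0.0433 without regurgitate replicate 2, DESeq2 FDR 4.86e-05, rebuilt DESeq FDR 0.25). In GRMZM5G843555, GRMZM2G045155 and GRMZM2G099420 the fall after feeding rested on control replicate 1, which held 391, 142 and 82.6 CPM against at most 6.48, 5.72 and 2.41 CPM in control replicates 2 and 3. Their log2 fold changes of -4.18, -3.60 and -3.14 (edgeR FDR 0.512, 0.495 and 0.544) were 0.31, -0.03 and 0.77 without that library. With regurgitate, GRMZM5G843555 had a log2 fold change of 3.58 (edgeR FDR 0.0911, DESeq2 FDR 0.00102, rebuilt DESeq FDR 0.116). That of GRMZM2G045155 was 4.94 (edgeR FDR 0.0904, DESeq2 FDR 1.90e-05, rebuilt DESeq FDR 0.137). Without regurgitate replicate 2 the edgeR FDRs of these genes were 0.0303 and 0.0448. The filter of that comparison removed GRMZM2G099420, which had 65.0, 1.66 and 13.03 CPM in regurgitate replicates 1, 2 and 3 and 1.08 ± 0.300 CPM (SD, n = 3) in wounding libraries. GRMZM2G412598 had 114, 12.7 and 13.7 CPM in larva replicates 1, 2 and 3 and 3.63 ± 2.29 CPM (SD, n = 3) in control libraries, a log2 fold change of 3.71 (edgeR FDR 0.338) that was 1.87 without larva replicate 1. In wounding replicates 1, 2 and 3 it had 51.1, 2.22 and 312 CPM against 4.47 ± 3.88 CPM (SD, n = 3) with regurgitate, a log2 fold change of -4.67 (edgeR FDR 0.199) that was -2.52 without wounding replicate 3. The difference between the responses had an edgeR FDR of 0.0518 in GRMZM2G013448, 0.0737 in GRMZM2G045155, 0.0862 in GRMZM2G412598, 0.107 in GRMZM2G099420 and 0.127 in GRMZM5G843555. DESeq2 gave the first 4 of these FDRs of 4.57e-05, 0.000134, 0.00615 and 0.00133, and in GRMZM2G013448 edgeR's FDR was 0.0438 with total counts only and 0.0392 with no filter. Without regurgitate replicate 2 it was 0.0240, 0.0297 and 0.0401 in GRMZM2G013448, GRMZM2G045155 and GRMZM2G099420, and without control replicate 2 it was 0.0470 in GRMZM2G013448.

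**Figure D4:**
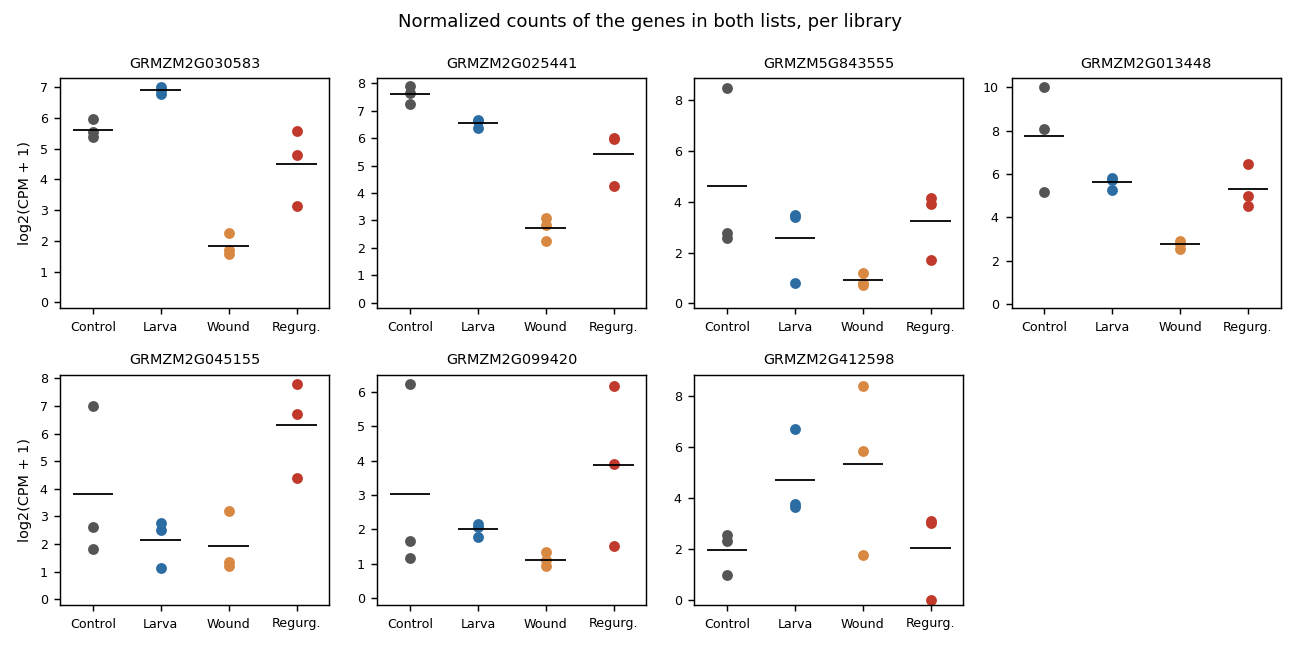
Normalized counts of the 7 common genes in each of the 12 libraries, as log2 of CPM with 1 added, by treatment (control, larva, wounding, regurgitate). Points are libraries and lines are group means on that scale, with 1 control library far above the others in GRMZM5G843555, GRMZM2G045155 and GRMZM2G099420.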

**FIGURE 4:**
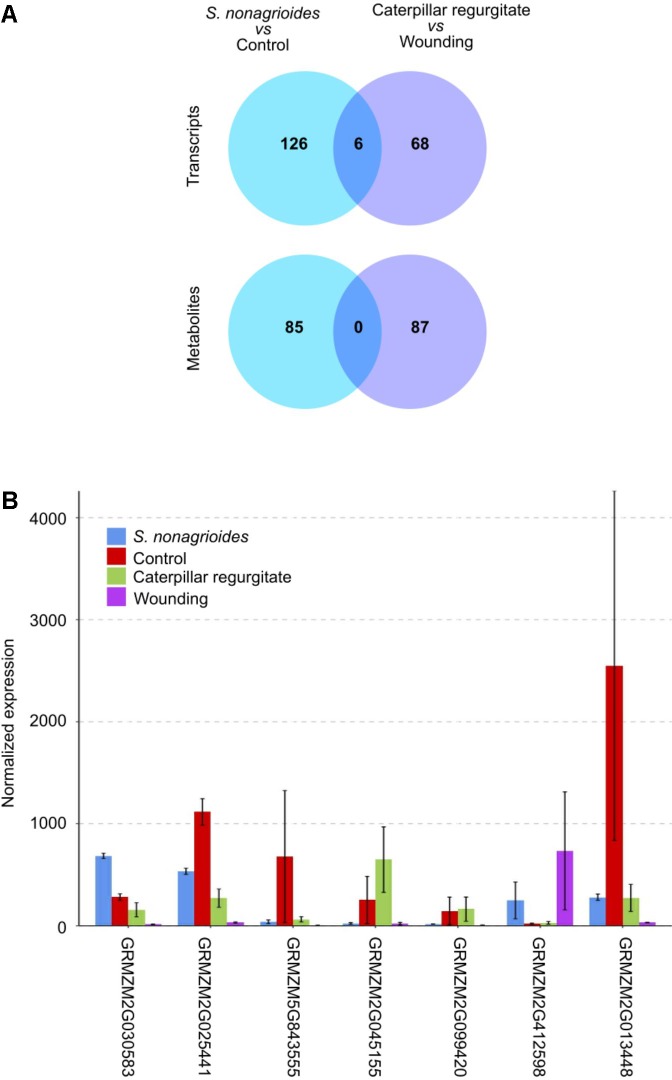
Comparison of the maize transcriptomic and metabolomics long-term response to *S. nonagrioides* feeding and challenge with caterpillar regurgitates. **(A)** Venn diagram of transcripts and metabolites identified at both treatments. **(B)** Expression of the seven genes commonly identified at both treatments. Error bars represent ±*SD*.

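The dehydrin gene GRMZM2G079440 (DHN1) had 68.7 ± 36.3 CPM with regurgitate and 1566 ± 1088 CPM after wounding (SD, n = 3 each). Its log2 fold change was -4.51 (standard error 0.74, edgeR FDR 0.0783, DESeq2 FDR 1.78e-09, rebuilt DESeq FDR 0.0892). The dehydrin gene GRMZM2G373522 had 12.7 ± 10.9 and 166 ± 103 CPM (SD, n = 3 each), a log2 fold change of -3.74 (standard error 1.16, edgeR FDR 0.155, DESeq2 FDR 0.00731, rebuilt DESeq FDR 0.0472). All 4 dehydrins that the deposited table describes were lower with regurgitate, with a median log2 fold change of -2.50 (fry FDR 0.0429, 0.0421 to 0.189 under the alternatives). The FDR of the dehydrins was 0.189 with the replicate number as a block, 0.0795 with scaling by total counts only, 0.0599 by camera, and 0.0803 without regurgitate replicate 1, 0.124 without regurgitate replicate 2, 0.0952 without regurgitate replicate 3, 0.146 without wounding replicate 1, 0.167 without wounding replicate 2 and 0.147 without wounding replicate 3. Among the chalcone synthases of Supplementary Table 4, GRMZM2G435393 fell from 329.9 ± 51.8 CPM after wounding to 32.1 ± 4.09 CPM with regurgitate (SD, n = 3 each), a log2 fold change of -3.36 (standard error 0.25, edgeR FDR 0.0418). Without regurgitate replicate 1, regurgitate replicate 3, wounding replicate 2 or wounding replicate 3, the FDR of GRMZM2G435393 was 0.248, 0.102, 0.147 and 0.228. AC191551.3_FG003 fell from 202 ± 64.9 to 16.3 ± 4.28 CPM (SD, n = 3 each), a log2 fold change of -3.64 (standard error 0.37, edgeR FDR 0.0479), with an FDR of 0.270 without regurgitate replicate 1, 0.191 without regurgitate replicate 3, 0.0515 without wounding replicate 1, 0.147 without wounding replicate 2 and 0.228 without wounding replicate 3. GRMZM2G131529 fell from 262 ± 45.6 to 21.5 ± 10.5 CPM (SD, n = 3 each), a log2 fold change of -3.62 (standard error 0.47, edgeR FDR 0.0783, 0.0433 without regurgitate replicate 2, DESeq2 FDR 1.94e-11). With the replicate number as a block, no gene of this comparison had an FDR under 0.05 by edgeR's test, among 4570 genes with an unadjusted p under 0.05, while DESeq2 and the rebuilt DESeq test called all 3 of these chalcone synthases without a block. The deposited table describes a pair of tested genes as chalcone synthase, other than these 3, and they went in opposite directions (fry FDR 0.769, 0.0803 to 0.910 under the alternatives), lower as a set on all 6 libraries and higher with the replicate number as a block (0.227).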

In general terms, the response to caterpillar regurgitate treatment was characterized by the repression of genes encoding for osmoprotective proteins and several genes of the chalcone synthase family, which could be involved in the synthesis of phenolic lipids. Genes involved in the phenylpropanoid pathway; protein, carbohydrate, and lipid metabolisms; terpenoid biosynthesis; synthesis and catabolism of phytohormones; and signal transduction systems (e.g., cell wall glycoproteins, protein kinases, and tubulin genes) were stimulated (Supplementary Table 4). 

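Supplementary Table 4 lists 101 genes, 90 induced and 11 repressed, and 95 of them passed the filter, all with the listed direction. By edgeR's test 4 of the list (GRMZM2G096171, GRMZM2G001247, GRMZM2G435393 and AC191551.3_FG003, named after their values were seen) had an FDR under 0.05 over all genes, and 94 had an unadjusted p under 0.05, with a median FDR of 0.0853. Adjusted over the list alone, 94 had an FDR under 0.05, in a list that was chosen on these libraries, and DESeq2 called 93 and the rebuilt DESeq test 35. The lowest log2 fold change was 2.83 among 5 tested genes of the phenylpropanoid pathway, 2.98 among 6 of lipid metabolism, 3.60 among 6 of protein regulation and signalling, 2.78 among 7 of membrane and cell wall proteins, and 2.34 among 4 tubulin genes. Together, the 18 tubulin genes described in the deposited table had a median log2 fold change of 0.23, with 13 of them higher (fry FDR 0.0361, 0.0119 to 0.189 under the alternatives). The FDR of the tubulin genes was 0.189 with the replicate number as a block, 0.0803 without regurgitate replicate 1, 0.0629 without regurgitate replicate 3, 0.0949 without wounding replicate 1, 0.0591 without wounding replicate 2 and 0.147 without wounding replicate 3. The 17 peroxidases so described had a median log2 fold change of 0.66, with 14 of them higher (fry FDR 0.0116, 0.0119 to 0.171 under the alternatives), and an FDR of 0.171 with the block, 0.121 without regurgitate replicate 1, 0.0881 without regurgitate replicate 3, 0.0584 without wounding replicate 1, 0.167 without wounding replicate 2 and 0.147 without wounding replicate 3. The cytokinin response regulator gene GRMZM2G096171 had 11.6 ± 1.58 CPM after wounding and 78.4 ± 14.9 CPM with regurgitate (SD, n = 3 each), a log2 fold change of 2.75 (standard error 0.23, edgeR FDR 0.0418). With all 12 libraries scaled together, it had 99.9 ± 30.9 CPM in control and 86.6 ± 16.5 CPM in regurgitate libraries (SD, n = 3 each). On that scale wounding libraries had 12.7 ± 1.58 CPM (SD, n = 3), so regurgitate plants lay near the untreated level and wounded plants below it. GRMZM2G001247, matched in Supplementary Table 4 to an extensin gene of rice, rose from 2.02 ± 0.350 to 27.6 ± 9.16 CPM (SD, n = 3 each), a log2 fold change of 3.76 (standard error 0.35, edgeR FDR 0.0444). These were the 2 genes called as higher, and without regurgitate replicate 1, regurgitate replicate 3, wounding replicate 2 or wounding replicate 3 their FDRs were 0.248, 0.102, 0.156 and 0.228 for GRMZM2G096171 and 0.248, 0.102, 0.173 and 0.228 for GRMZM2G001247, which had 0.0543 without wounding replicate 1. The putative peptidase gene GRMZM2G076417 had 82.0 ± 12.1 and 9.36 ± 5.14 CPM (SD, n = 3 each), a log2 fold change of 3.12 (standard error 0.48, edgeR FDR 0.0783, 0.0473 without regurgitate replicate 2, DESeq2 FDR 2.09e-07). The AP2-EREBP gene GRMZM2G085964 had 9.37 ± 7.48 and 0.810 ± 0.350 CPM (SD, n = 3 each), a log2 fold change of 3.51 (edgeR FDR 0.0866, 0.0457 without regurgitate replicate 2, DESeq2 FDR 0.000639). A further AP2-EREBP gene, GRMZM2G018138, had 7.38 ± 5.46 CPM (SD, n = 3) with regurgitate and 0 counts in all 3 wounding libraries (edgeR FDR 0.0853, 0.0458 without regurgitate replicate 2, DESeq2 FDR 1.55e-05).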

The metabolomic response was poorly characterized because few metabolites could be putatively identified. Among those identified, increases in compounds with antioxidant properties were observed (Supplementary Table 5). Three of these compounds were classified as flavonoids (4′, 6′-dihydroxy-2′-methoxyacetophenone 6′-glucoside, epicatechin 5-O-β-D-glucopyranoside-3-benzoate, and cyanidin 3-*O*-3″,6″-*O*-dimalonylglucoside). The other two compounds were the riboflavine tetrabutanoate, which is a hydrophilic derivate of riboflavin that is widely distributed in nature, and ascorbyl palmitate, which is a derivate of ascorbic acid with antioxidant properties (Cort, 1974). Another two putative compounds identified were products of fungal metabolism, the mycotoxin T_2_ produced by *Fusarium sporotrichioides*, which is capable of infecting maize (Moya-Elizondo et al., 2013), and 9,10-dihydroergocornine methanesulfonate, an ergot alkaloid produced in the sclerotia of *Claviceps* species, which are common pathogens of various grass species (Bennett and Klich, 2003).

## Discussion

In a previous study, we demonstrated that the maize response to stem chewing by *S. nonagrioides* relies on complex transcriptomic networks that are genotype-dependent (Rodríguez et al., 2012). To analyze the long-term stem response to corn borer feeding, we used the inbred line PB130. This inbred line shows remarkable resistance and a strong inducible response to insect attack. In the previous study, several days elapsed from the initiation of insect feeding to maize sample collection whereas 2 weeks separated these events in the current study. We shifted the focus of the study toward the plant’s reaction to long-term attack because some defenses are not expressed until days to weeks after induction (Rasmann et al., 2012; Tian et al., 2012).

### Different Defense Mechanisms Are Involved in the Long-Term Response Compared to Those Reported on the Short Term

Consistent with other studies, our data indicated that different defense mechanisms could be involved in the response to long-term feeding by stem borers compared to those implicated in the early response (Gutsche et al., 2009; Uawisetwathana et al., 2015; Donze-Reiner et al., 2017). The early response to feeding by corn borers was characterized by the activation of signaling mechanisms mediated by phytohormones (Dafoe et al., 2011; Rodríguez et al., 2012), whereas our data suggested only marginal involvement of these molecules in the long-term response. 

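The deposited table describes 18 genes as lipoxygenase, allene oxide synthase, allene oxide cyclase or 12-oxophytodienoate reductase, and 15 of them passed the filter of the larva comparison. Of these, 12 were higher in larva than in control libraries, with a median log2 fold change of 0.31 (fry FDR 0.000658, adjusted over the 12 family tests of both comparisons). The FDR stayed between 0.000748 to 0.0299 under the alternatives, with the highest value without control replicate 1, and camera gave 0.0224. No single gene of the family is in Supplementary Table 1. The family was picked by words in the descriptions, and whether each member acts in JA biosynthesis was not checked. With regurgitate, 8 of the 15 tested genes were higher than after wounding, and the median of 0.35 and the direction of the test, lower with regurgitate, differed in sign (fry FDR 0.580, 0.452 to 0.970 under the alternatives). The direction was higher with scaling by total counts only (0.948) and without regurgitate replicate 2 (0.766). As single genes, 10 of the 15 had an unadjusted p under 0.05 by edgeR's test with regurgitate, and 0 had an FDR under 0.05. DESeq2 called 6 genes of the family there and the rebuilt DESeq test 0. Among hormone genes, Supplementary Table 1 lists 7 as repressed, and all 7 had a negative log2 fold change, between -4.05 and -1.29, with an unadjusted p under 0.05. By edgeR's test 0 of the 7 had an FDR under 0.05, DESeq2 called 4 and the rebuilt DESeq test 0, and adjusted over the list alone 7 did so, in a list chosen on these libraries. The abscisic acid stress ripening genes are among them. GRMZM2G057841 fell from 94.0 ± 27.9 to 30.8 ± 11.1 CPM (SD, n = 3 each), a log2 fold change of -1.60 (standard error 0.33, edgeR FDR 0.261, DESeq2 FDR 0.00162). GRMZM2G014797 had 2.47, 12.8 and 1.50 CPM in control replicates 1, 2 and 3 and 0.50 ± 0.130 CPM (SD, n = 3) in larva libraries, and its log2 fold change of -3.45 (standard error 0.95, edgeR FDR 0.334, DESeq2 FDR 0.0211) was -1.99 without control replicate 2.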

We did not observe any differential expression of genes involved in JA biosynthesis, whereas several transcripts involved in ABA and ethylene biosynthesis and signaling were repressed after *S. nonagrioides* feeding, including three members of the AP2-EREBP transcription factor family. It seems that the balance between ABA and ET signaling fine-tunes the JA-mediated defenses induced by insect herbivores, with ET acting more as a modulator of the induced response than a direct elicitor (Nguyen et al., 2016). As ET could act synergistically with JA against some diseases, the initial contact with insect regurgitate, charged with a plethora of microbes, could increase ET biosynthesis, while an antagonistic relationship between JA and ET could be established later on to correctly fine-tune a more specific response against herbivores (Mantelin et al., 2009; Chung et al., 2013; Song et al., 2014).

Induction of phytohormones in the early response was accompanied by the accumulation in the stem tissue of compounds with antibiotic effect, essentially benzoxazinoids and kauralexins (Dafoe et al., 2011, 2013; Schmelz et al., 2011). On the contrary, the *de novo* synthesis of benzoxazinoids did not appear to be stimulated after long-term feeding. The tendency to increase DIMBOA-Glc did not compensate for the significant reduction in DIMBOA and no conversion toward derivate compounds with increased antibiotic effect such as HDMBOA-Glc was observed. These data suggest a reduced role of stem benzoxazinoids in the long-term maize defenses against corn borers, in contrast to results reported for the early response (Dafoe et al., 2011). Similarly, no involvement of induced kauralexins in maize stem defenses after long-term feeding by corn borers was observed, although three genes involved in the synthesis of terpenoid compounds were up-regulated by insect feeding. In contrast, we observed the accumulation of several probable alkaloid compounds after feeding by *S. nonagrioides* larvae, although no up-regulation of genes involved in alkaloid biosynthesis was observed. However, increased levels of alkaloids could be regulated by the availability of the amino acid substrates rather than by increased expression of biosynthesis genes (Zhang et al., 2009). 

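Beside *tps26*, Supplementary Table 1 lists a beta-amyrin oxidase and an ent-cassadiene hydroxylase under terpenoid synthesis. The beta-amyrin oxidase gene GRMZM2G123309, a cytochrome P450 in the deposited table, had 26.0, 66.5 and 72.2 CPM in larva replicates 1, 2 and 3 and 12.1 ± 4.24 CPM (SD, n = 3) in control libraries. For this gene the log2 fold change was 2.17 (standard error 0.43, edgeR FDR 0.241), and DESeq2 gave an FDR of 0.000342 and the rebuilt DESeq test 0.331. The hydroxylase gene GRMZM2G122654 had 6.84 ± 3.67 CPM in larva and 0.680 ± 0.470 CPM in control libraries (SD, n = 3 each), a log2 fold change of 3.24 (standard error 0.68, edgeR FDR 0.271, DESeq2 FDR 0.00203, rebuilt DESeq FDR 0.197). In both genes each larva library lay above each control library, and the edgeR FDR stayed above 0.05 with any library left out.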

In the current study, amino acid disposal may have been stimulated by insect attack because peptidase and asparagine synthetase transcripts were upregulated. 

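The asparagine synthetase gene GRMZM2G093175 had 6.76, 20.0 and 18.4 CPM in larva replicates 1, 2 and 3 and 2.80 ± 0.800 CPM (SD, n = 3) in control libraries. Its log2 fold change was 2.42 (standard error 0.46, edgeR FDR 0.235, DESeq2 FDR 0.000647, rebuilt DESeq FDR 0.253). The gene GRMZM2G036365, listed in Supplementary Table 1 as pepsin A under protein catabolism, had 9.56 ± 2.85 CPM in larva and 2.53 ± 0.680 CPM in control libraries (SD, n = 3 each). The change was 1.91 on the log2 scale (standard error 0.33, edgeR FDR 0.228, DESeq2 FDR 0.00152, rebuilt DESeq FDR 0.00658), and it stayed between 1.64 and 2.12 with each library left out.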

We propose that asparagine could act as a nitrogen transporter and reservoir for systemic alkaloid biosynthesis.

### The Long-Term Defensive Response Is Characterized by the Repression of Plant Primary Metabolism and Activation of ROS Scavenging Machinery

In an effort to integrate the metabolomics and transcriptomic data, we performed an O2PLS analysis. This analysis indicated that two groups of genes had the highest impact on the metabolome. The first group included genes involved in primary metabolism and plant growth that were down-regulated after *S. nonagrioides* feeding. These results are consistent with the fact that maize growth is affected by borer feeding even before the larvae enter into the stalk: leaves become smaller, internodes shorter, and tasseling and silking are delayed (Chiang and Holdaway, 1959). The impact of the plant primary metabolism on insect *O. nubilalis* growth was reported by Dafoe et al. (2013). These authors observed an increase in the nutritional value of the maize stem after 48 h of feeding that rendered maize stems more susceptible to borer feeding. Based on this, we hypothesize that decreasing the primary metabolism, especially the metabolism of carbohydrates and lipids, would render the stem tissue less nutritious for insects. In our previous study, the primary metabolism did not seem to be affected by medium-term feeding by *S. nonagrioides* larvae (Rodríguez et al., 2012), suggesting that the reduction in primary metabolism observed in the current study could be part of the specific response to prolonged damage by insects. Similar results were reported in other studies (Gutsche et al., 2009; Donze-Reiner et al., 2017). Some authors consider that primary metabolism is reorganized to reallocate resources to defensive metabolic pathways whereas others consider the direct role of primary metabolites as defenses or signals (for review see Schwachtje and Baldwin, 2008). These two points of view could complement rather than contradict each other under the hypothesis of a changing maize response to insects over time, in which primary metabolites are crucial for developing primary defenses but lose priority as the damage is prolonged.

The second group of transcripts with the highest impact on the metabolome encompassed three transcripts. These transcripts were up-regulated after insect feeding and are involved in stress defenses and detoxification. Considering the whole transcriptomic and metabolomic data, we observed activation of the ROS scavenging machinery after *S. nonagrioides* feeding. This result is consistent with other studies in which up-regulation of ROS scavenging mechanisms was observed in the long-term defensive response to insect attack. Differences in ROS production were associated with differences in plant resistance (Gutsche et al., 2009). Related to the redox status of the plant, we identified seven transcripts with a cupin-like domain that were up-regulated and one that was repressed after attack by *S. nonagrioides.* These transcripts, with the exception of the one that was repressed, also showed the three characteristic protein domains of germin-like proteins (GLPs), including essential amino acids that form the *N*-glycosylation sites (Bernier and Berna, 2001). 

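Supplementary Table 1 describes 10 genes as cupin or germin-like, 8 induced and 2 repressed, and 9 of them passed the filter, all with the listed direction. By edgeR's test 0 of the 10 had an FDR under 0.05 and 8 had an unadjusted p under 0.05, while DESeq2 called 7 and the rebuilt DESeq test 5. Adjusted over the list alone, 7 had an FDR under 0.05, in a list chosen on these libraries. The lowest edgeR FDR of the class, 0.135, was that of GRMZM2G148014, with 5.77 ± 0.600 CPM in larva and 0.770 ± 0.260 CPM in control libraries (SD, n = 3 each) and a log2 fold change of 2.88 (standard error 0.34, DESeq2 FDR 3.76e-05). GRMZM2G072965 had 8.26 ± 1.34 CPM in larva and 1.48 ± 0.680 CPM in control libraries (SD, n = 3 each), a log2 fold change of 2.46 (standard error 0.37, edgeR FDR 0.228, DESeq2 FDR 5.51e-05). Neither of these features joins more than 1 identifier. Of the repressed genes, GRMZM2G166141 had 1.10, 111 and 89.9 CPM in control replicates 1, 2 and 3 and 18.3 ± 4.29 CPM (SD, n = 3) in larva libraries, a log2 fold change of -1.87 (standard error 1.11, edgeR FDR 0.665) that was -2.46 with an FDR of 0.0478 without control replicate 1. AC203989.4_FG001 had 81.5, 9.46 and 31.7 CPM in the same replicates and 12.4 ± 4.81 CPM (SD, n = 3) in larva libraries, and its log2 fold change of -1.74 (standard error 0.72, edgeR FDR 0.496) was -0.75 without control replicate 1. The 15 tested genes that the deposited table itself describes as germin or cupin had a median log2 fold change of -0.07, with 6 of them higher (fry FDR 0.580, 0.311 to 0.763 under the alternatives). That set is largely other genes, since GRMZM2G148014, GRMZM2G072965 and GRMZM2G166141 carry no such description there. DESeq2 called 0 of the 15, so the 7 listed genes that it called are not among them. The set result therefore does not test the listed genes.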

GLPs have three different activities: oxalate oxidase (OXO), superoxide oxidase (SOD), and protease inhibition (Ramputh et al., 2002). Ramputh et al. (2002) demonstrated the defensive role of GLPs against insect borers through transformation of a corn hybrid with a wheat GLP gene that reduced feeding by *O. nubilalis* in both *in vitro* and *in vivo* assays. Supporting the hypothesis of a defensive role against biotic stresses, the seven genes upregulated in our transcriptome analysis are localized in a cluster on chromosome 4 that shows synteny with a region on chromosome 8 of rice (*Oryza sativa* L.) comprising 12 highly conserved GLP genes involved in resistance against pathogen infection (Manosalva et al., 2009).

ROS production could be an effective defense against insect attack but detrimental effects of ROS on the plant itself should be prevented; detoxification and antioxidant compounds play significant roles in plant protection against ROS damage. We observed a significant decrease in the levels of reduced glutathione and L-Cys–Gly, which is an intermediate in the γ-glutamyl cycle of glutathione degradation, though this pathway seems to be marginal in plants (Ohkama-Ohtsu et al., 2008). The increased expression of several glutathione-*S*-transferases could explain the depletion of reduced glutathione since these enzymes are involved in the detoxification of xenobiotic compounds through their conjugation with glutathione. 

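Supplementary Table 1 lists 3 glutathione S-transferase genes. GRMZM2G161905 (GST 25) had 11.7 CPM in larva replicate 1, 82.7 and 68.4 CPM in larva replicates 2 and 3, and 13.8 ± 2.35 CPM (SD, n = 3) in control libraries. This gives a log2 fold change of 1.96 (standard error 0.64, edgeR FDR 0.401), with an FDR of 0.0408 without larva replicate 1. GRMZM2G044383 (GST 30) had 284 CPM in larva replicate 1, 60.3 and 58.5 CPM in the other two and 48.2 ± 5.43 CPM (SD, n = 3) in control libraries, and its log2 fold change of 1.48 (standard error 0.62, edgeR FDR 0.50) was 0.30 without larva replicate 1. The third gene, GRMZM2G308687, fell from 376 ± 206 to 162 ± 11.01 CPM (SD, n = 3 each), a log2 fold change of -1.21 (standard error 0.37, edgeR FDR 0.373) that was -0.67 without control replicate 2. DESeq2 and the rebuilt DESeq test gave none of the 3 an FDR under 0.05. Of 30 tested genes that the deposited table describes as glutathione transferases, 22 were higher after feeding, with a median log2 fold change of 0.26 (fry FDR 0.308, 0.0199 to 0.559 under the alternatives). The set test camera gave the family an FDR of 0.0199, a call that fry did not make. From the expression of these transferases and the fall of reduced glutathione, the paper proposes that conjugation of xenobiotic compounds used up the glutathione.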

Our data also show that maize plants challenged with *S. nonagrioides* larvae accumulated higher amounts of DHA than control plants because DHA could not be back-reduced to AsA, probably due to the reduced amount of glutathione available. However, as AsA is essential for protecting the plant from ROS damage, a monodehydroascorbate (MDHA) reductase was over-expressed probably as a consequence of plant efforts to regulate the levels of AsA present in plant tissue.

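The gene that Supplementary Table 1 lists as monodehydroascorbate reductase, GRMZM2G113191, carries the description carbonic anhydrase in the deposited table, and the paper's table gives it both functions. It had 5.33 CPM in larva replicate 1, 22.7 and 21.2 CPM in larva replicates 2 and 3, and 1.82 ± 0.570 CPM (SD, n = 3) in control libraries. Its log2 fold change was 3.16 (standard error 0.60, edgeR FDR 0.231), and the FDR was 0.0408 without larva replicate 1. DESeq2 gave an FDR of 8.32e-05 and the rebuilt DESeq test 0.313.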

### The Role of Insect Elicitors Is Marginal in the Long-Term Response

To discriminate the effect of the insect secretions on the activation of the long-term maize defenses, we treated maize plants with regurgitates obtained from caterpillars of *S. nonagrioides*. Despite the presence of well-characterized elicitors (such as Volicitin) in the insect regurgitates, the role of the caterpillar regurgitates in eliciting the late defensive response did not appear to be relevant. The transcriptomic responses to long-term feeding by *S. nonagrioides* and to caterpillar regurgitate challenge only shared changes in seven transcripts, though just one of them showed a similar pattern of response to both treatments, suggesting that the effect of elicitors present in the insect regurgitate is marginal compared to the effect of insect chewing. 

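Across the 17700 maize genes tested in both comparisons, the log2 fold changes after feeding and after regurgitate had a Pearson correlation of -0.02 and a Spearman correlation of 0.06, as a description across genes, which are not independent replicates. The comparisons share no library. A test of the difference between the responses in 1 fit of all 12 libraries, by edgeR's quasi-likelihood test, gave 233 of 20224 maize genes an FDR under 0.05, with 97 positive and 136 negative differences (larva response minus regurgitate response). DESeq2 gave 1308 genes, edgeR's test with the replicate number as a block 47, and scaling by the counts on every feature 0, and with total counts only edgeR's test gave 69 positive and 238 negative differences. The count was 0 without larva replicate 2 and without larva replicate 3, 1 without regurgitate replicate 1 (GRMZM2G151227, named after its value was seen) and 1538 without regurgitate replicate 2. It was 62 without control replicate 1, 115 without control replicate 2, 39 without control replicate 3, 69 without larva replicate 1, 29 without regurgitate replicate 3, 30 without wounding replicate 2 and 27 without wounding replicate 3. From the small number of transcripts changed in both comparisons, and from the single one changed in a similar way, the paper proposes that elicitors in the regurgitate have a marginal effect compared with chewing.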

Consistent with this, the growth curves of larvae fed with stems from plants infested with *S. nonagrioides* differed significantly from those of larvae fed with plants treated with *S. nonagrioides* regurgitate upon wounding (unpublished data). However, a more relevant role of regurgitate in the early response of maize to stem feeding by borers cannot be ruled out due to some agreement between transcripts up-regulated in response to *S. nonagrioides* regurgitate and those reported previously as being implicated in the short-term response to feeding by *S. nonagrioides* (Rodríguez et al., 2012).

It is interesting to note that our metabolomics results support the hypothesis that some herbivores can avoid proper detection by actively depositing microbes in their secretions on plants (Felton et al., 2014). Plants challenged with *S. nonagrioides* regurgitate accumulated mycotoxins synthesized by fungus likely vectored by caterpillars and significantly reduced the amount of some metabolites that exhibit inhibitory activity against insect growth, such as viscutin 1 (Kubo et al., 1987). Therefore, part of the arsenal of transcripts and metabolites promoted in the plant by the insect regurgitate treatment could be oriented to defend against microbe attack rather than insect chewing.

## Conclusion

Different defensive mechanisms are involved in the long-term response to corn-borer feeding compared to those previously reported in the early response. The long-term response is characterized by reorganization of the primary metabolism and a strong redox response mainly mediated by GLPs to produce anti-nutritive and toxic compounds that reduce insect viability, the glutathione–ascorbate cycle being crucial to minimize the adverse effects of ROS. Few common features were observed in the late plant response to *Sesamia* and insect regurgitate challenges, suggesting that the role of insect elicitors is marginal in the long-term response.

## Author Contributions

VR and AB carried out the experiments, performed statistical analysis of the data, and drafted the initial manuscript. GP performed the bioinformatic analysis of the transcriptomic data. MK performed the metabolomics analysis. RM and RS assisted in the field experiment design, data collection, and statistical analysis. All authors read and approved the final version of the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Maize Stem Response to Long-Term Attack by Sesamia nonagrioides
**Source:** Front Plant Sci. 2018 Apr 23;9:522. doi: 10.3389/fpls.2018.00522
**Supplement:** Supplementary file 3

**Supplementary Table 3**. List of previously identified metabolites involved in the plant response to feeding of Lepidopteran larvae.

| METABOLITE | EXACT MASS |
| --- | --- |
| 2-Heptanonol ^1^ | 116.120 |
| α-Pinene ^1^ | 136.125 |
| Limonene ^1^ | 136.125 |
| α-Copaene ^1^ | 204.188 |
| Zingiberene ^1^ | 204.188 |
| α-Cedrene ^1^ | 204.188 |
| Cedrol ^1^ | 222.198 |
| JA ^1, 5^ | 210.126 |
| OPDA ^1^ | 292.204 |
| Me-JA ^1^ | 224.141 |
| SA ^1^ | 138.032 |
| IAA ^5^ | 175.063 |
| Ethylene ^5^ | 28.031 |
| DIMBOA-Glc ^2, 3, 4^ | 373.101 |
| HDMBOA-Glc ^2, 3, 4^ | 387.117 |
| Kauralexin A1 ^2^ | 303.466 |
| Kauralexin A2 ^2^ | 332.199 |
| Kauralexin A3 ^2^ | 317.212 |
| Kauralexin B1 ^2^ | 301.217 |
| Kauralexin B2 ^2^ | 330.183 |
| Kauralexin B3 ^2^ | 315.196 |
| Anthranilate ^5^ | 137.048 |
| Indole ^5^ | 117.058 |
| HDM_2_BOA-Glc ^2, 4^ | 417.128 |
| Coumaroyltyramine ^4^ | 283.121 |
| Tryptophan ^4^ | 204.087 |
| Feruloyltyramine ^4^ | 313.131 |
| HMBOA-Glc ^2, 4^ | 357.105 |
| DHBOA-Glc ^2, 4^ | 343.091 |
| DIBOA-Glc ^2, 4^ | 343.092 |
| DIMBOA ^2, 3, 4^ | 211.048 |
| DIM_2_BOA-Glc ^2, 4^ | 403.110 |
| TRIBOA-Glc ^2, 4^ | 359.086 |
| Maysin ^4^ | 576.149 |
| Rutin ^4^ | 610.153 |
| Kaempferol-rutinoside ^4^ | 594.159 |
| Galaptopyranosyl-linolenoylglycerol ^4^ | 514.315 |
| Digalaptopyranosyl-linolenoylglycerol ^4^ | 676.369 |
| Azelaic acid ^4^ | 188.105 |

^1^ Zhou et al. 2011. Physiologia Plantarum. 143: 21-40

^2^ Dafoe et al. 2013. PloS One. 8: e73394

^3^ Guo et al. 2017. Journal of Economic Entomology. 110: 739-747

^4^ Marti et al. 2013. Plant,Cell and Environment. 36: 621-639

^5^ Dafoe et al. 2011. Journal of Chemical Ecology. 37: 984-991

How the deposited data were processed for this re-analysis (not part of the article)

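The re-analysis used 12 MACE libraries of maize stem, 3 from control plants, 3 from plants that carried *S. nonagrioides* larvae, 3 from wounded plants and 3 from plants whose wounds received caterpillar regurgitate, all collected at day 15. Each column of values was mapped to its treatment and replicate by its name, and 0 columns of values per sample were left unmapped.

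As the authors describe it, reads with the same barcode and sequence were removed, the others were trimmed and aligned to the maize genome and then to its transcriptome, and reads left over were assembled into contigs that were matched to known proteins and plant transcripts. The authors deposited counts, the number of reads on each feature (maize gene, interval of the genome or assembled contig) in each library, without normalization, and these counts were the start of every value computed here. They also deposited a signal per feature and group, the mean over the 3 libraries of the counts divided by DESeq size factors, and a comparison with the counts showed that the size factors were those of all 12 libraries and all features scaled together. The deposited p-values and FDRs are those of the authors' DESeq comparisons of larva with control plants and of regurgitate with wounded plants, and they were used here only to count the authors' calls and to compare the rebuilt DESeq test with them. The deposited log2 fold changes were computed by the authors from the normalized group means, and they hold a placeholder where a mean is 0.

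Library totals ran from 5651382 to 10056972 counts, and counts on maize genes from 3047770 to 8390616. Precision was limited by the spread between 3 replicates per group, which the tests estimate from the counts of all genes.

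The tests covered features with a maize gene identifier. With edgeR 4.0.16 (limma 3.58.1, R 4.3.3), genes were filtered by filterByExpr (minimum count 10, minimum total count 15), libraries were scaled by TMM, and the quasi-likelihood F test was run on the 6 libraries of each pair of groups, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05 on the FDR. The comparisons were larva with control, regurgitate with wounding, wounding with control and regurgitate with control, and the difference between the larva and the regurgitate response was tested in a fit of all 12 libraries. Genes called in both the larva and the regurgitate comparison were counted as shared. Log2 CPM values used a prior count of 2.

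Gene families were defined by words in the deposited gene descriptions and tested as sets by fry on voom values, with 12 family tests adjusted together, and by camera with a preset correlation of 0.01 as an alternative. The genes of Supplementary Tables 1 and 4 were also summarised by the function given there. These lists were chosen by the study on the same libraries, so counts adjusted over the list alone are not independent evidence.

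Named genes are those that the paper names by identifier in its text or in Table 1, those of Supplementary Tables 1 and 4 whose function a sentence of the paper refers to, and in each comparison the 3 genes with the smallest adjusted p in each direction among those called. In a class with more than 4 members, only the 2 with the smallest FDR in the paper's table per direction are named. The values in the paper's tables had been seen when that rule was written.

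The tests, their samples, the rule for named genes and most alternatives were set before the data were examined. The alternatives were RLE size factors, scaling by total counts only, DESeq2 1.42.0 with default settings, a rebuilt DESeq test (pooled dispersion per gene, parametric trend, the larger of both, exact test, no filter), no filter on low counts, a filter on a mean of 10 counts, scaling and testing with every feature, the replicate number as a block, leaving out each library in turn, and a fit of all 12 libraries. Chosen after seeing the data were larva replicates 2 and 3 summed as 1 sample, the rebuilt DESeq test on every feature, and features of 1 identifier only.

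The steps were tested on simulated data with 200 changed genes, made from the spread of these libraries. With a log2 change of 2, edgeR's test called 79.5% of the changed genes and 16 others in the larva comparison, 4.5% and 1 in the regurgitate comparison, 70.0% and 14 in wounding with control, and 45.0% and 5 in regurgitate with control, and DESeq2 called 87.0% and 58 others, 74.0% and 71, 86.0% and 53, and 76.0% and 64. The authors ran DESeq with default parameters, and why the rebuilt test gives other values was not found. The p-values of the rebuilt DESeq test on every feature were compared with the deposited ones, on maize genes above a minimum of counts. Across 22091 genes the log10 of both had a Pearson correlation of 0.737 in the larva comparison. Across 20968 genes it was 0.883 in the regurgitate comparison, as a description across genes. That form of the test, chosen after seeing the data, called 16 and 0 genes in these comparisons. Other ways of estimating the dispersion of the rebuilt test were tried on part of the genes against the deposited p-values, and none gave the deposited values.

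Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The metabolome, the joint model of transcripts and metabolites and the enrichment of GO terms were not analysed here.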

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

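All tests of an explanation in the paragraphs that follow were chosen after the result was seen.

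The deposited features include contigs that the authors' matches assign to the fungus *Fusarium verticillioides* under its other name *Gibberella moniliformis*, a signal that the paper does not report on and that exceeded every control library in several treated libraries. These contigs took 9.03%, 19.2% and 5.53% of the counts in wounding replicates 1, 2 and 3, 2.75%, 11.04% and 0.0166% in regurgitate replicates 1, 2 and 3, 2.90% in larva replicate 1, and 0.119% and 0.129% in larva replicates 2 and 3, against 0.145% to 0.263% in control libraries. Contigs matched to *Colletotrichum graminicola* took 1.07%, 2.59% and 4.24% of the counts in wounding replicates 1, 2 and 3 and at most 0.109% in control libraries, and those matched to smut fungi 0.755%, 2.84% and 2.58% and at most 0.169%. The exact two-sided permutation p of the *Fusarium* share for wounding against control was 0.1, the smallest that 3 against 3 libraries allow (0.4 after adjustment over 4 comparisons), and for regurgitate against wounding it was 0.3 (adjusted 0.533). Reads carried over between libraries of a run would give every library a like share, and the lowest share in a plant wounded without regurgitate, 5.53%, is far above the shares of control libraries, which argues against it for that group. Maize transcripts named after a fungal protein could add to the counts, and the share of 0.0166% in regurgitate replicate 3 cannot decide that. Growth of fungi in wounded stems is a candidate explanation that stays open, since no value here separates it from fungal material brought in by the treatment, and both groups were wounded with a scalpel.

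Larva replicate 1 held 83303 counts of 1 feature matched to maize chlorotic dwarf virus, data that the paper does not analyse, and the highest count in any of the other 11 libraries was 444. Reads carried over from another of the 12 libraries would need a library with more virus counts, and none had them. Infection of that plant may be the source, and a source outside the 12 libraries was not tested.

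Wounding alone was not compared with untreated plants in the paper. Between wounding and control libraries, 7438 of 19166 genes had an edgeR FDR under 0.05, 3747 higher and 3691 lower, and the count was 5404 with the replicate number as a block, with 5287 genes in both. Among the genes with the smallest adjusted p, GRMZM2G099765 (log2 fold change 6.81), GRMZM2G364528 (6.42) and GRMZM2G467520 (6.24) were higher, and GRMZM2G383404 (-6.00), GRMZM2G044851 (-5.31) and GRMZM2G011110 (-5.07) lower, with edgeR FDRs of 0.000135 to 0.000301 that stayed at 0.00302 or less with any library left out. Of the 10 splits of these 6 libraries 1 gave as many calls, the real one, and the others gave 0, a share that 3 against 3 libraries cannot take below 0.1. A difference in library size would lose most calls once every library is thinned to 3047770 counts on maize genes, and 6215 genes were still called at that depth. Fungal reads counted on maize genes would raise some genes and move the rest down together, whereas 1169 of 19166 genes were lower by significantly more than a log2 change of 1, and 1526 higher, which argues against it for the lower genes. Along the direction from control to wounding over the 7438 genes, regurgitate replicates 1, 2 and 3 had moved by shares of 0.42, 0.781 and 0.336, larva replicates 1, 2 and 3 by 0.125, 0.063 and 0.072, and wounding libraries by 0.917 or more. The order within the regurgitate libraries follows their fungal shares, and regurgitate replicate 3 had moved further than larva replicate 1. Its low fungal shares are counts on contigs, of which it had few of any kind and which may have been counted in another way there, so it cannot be taken as a plant without fungi. Regurgitate replicate 1 had also moved further than larva replicate 1, at a like *Fusarium* share but with more counts of *Colletotrichum* (0.697% against 0.247%) and smut fungi (1.20% against 0.147%). Fungal growth in the stem could explain part of the change and a response to wounding another part, and they cannot be told apart, since fungal counts and wounding go together in at least 5 of the 6 wounded plants.

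Between regurgitate and control libraries, also not compared in the paper, 245 of 19171 genes had an edgeR FDR under 0.05, 208 higher and 37 lower. The count was 0 without control replicate 1, 0 without control replicate 2, 1 (GRMZM2G332390, named after its value was seen) without control replicate 3, 34 without regurgitate replicate 1, 171 without regurgitate replicate 2, 490 without regurgitate replicate 3, and 0 with the replicate number as a block, where 2674 genes had an unadjusted p under 0.05, while DESeq2 called 1707 and the rebuilt DESeq test 410. The laccase gene GRMZM2G169033 (log2 fold change 5.66), GRMZM2G124229 (2.63) and GRMZM2G127418 (4.02) were the higher genes with the smallest adjusted p, and GRMZM2G132774 (-4.09), GRMZM2G427697 (-1.51) and GRMZM2G064083 (-2.57) the lower ones, each with an edgeR FDR of 0.0193. Their FDRs were 0.0731 to 0.0829 without control replicate 1, 0.105 to 0.132 without control replicate 2 and 0.0788 to 0.0979 without control replicate 3, and 0.0559, 0.0742 and 0.0732 for GRMZM2G132774, GRMZM2G427697 and GRMZM2G064083 without regurgitate replicate 1. Only the real split of 10 gave as many calls, which 3 against 3 libraries cannot take below a share of 0.1. The comparisons of both wounded groups share their control libraries, and the correlation of their log2 fold changes across 18760 genes was 0.824, against 0.498 in simulations without any change, so part of it comes from the shared controls. At 3047770 counts per library 200 genes were called, and whether fungal growth contributes was not separated here either.

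The difference between the larva and the regurgitate response was tested on all 12 libraries and had an edgeR FDR under 0.05 in 233 genes, a difference between treatments that the paper describes only for the common genes. The lead genes were GRMZM2G112488 (3.31), GRMZM2G125032 (3.77) and GRMZM2G151227 (3.97) with a positive difference, and GRMZM2G096171 (-2.92), GRMZM2G044851 (-4.32) and GRMZM2G383404 (-4.41) with a negative one, all with an edgeR FDR of 0.0217, which was 0.0713 without larva replicate 2 and 0.0715 without larva replicate 3. Without regurgitate replicate 1 it was 0.0525 for all of them but GRMZM2G151227. In each lead gene the wounding mean lay furthest from the control mean, and the regurgitate mean lay between them. GRMZM2G044851 had means of 55.7, 37.9, 19.0 and 1.40 CPM in control, larva, regurgitate and wounding libraries. GRMZM2G125032 had 74.8, 173, 624 and 3688 CPM in the same order. The regurgitate part of the difference is thus set against wounded plants that themselves departed from untreated ones. The peroxidase 70 gene GRMZM2G025441, lower after feeding than in control and higher with regurgitate than after wounding, had a difference of -4.10 (edgeR FDR 0.0223). Its FDRs were 0.0723, 0.0809, 0.0587, 0.0512 and 0.0559 without larva replicate 2, larva replicate 3, regurgitate replicate 1, wounding replicate 2 and wounding replicate 3. They were 0.132 with every feature and 0.0787 with larva replicates 2 and 3 as 1 sample. Of 60 random splits of the 12 libraries, the real one included, 2 gave as many calls, but such splits mix wounded with unwounded plants and so say nothing about chance. Of 60 splits that regroup libraries only within wounded and within unwounded plants, 1 gave as many calls, the real one, 3 others gave 192, 48 and 13 genes, and 56 gave 0, where the 192 came with larva and control libraries exchanged as whole groups, a split that keeps all 4 groups and so is no random regrouping. This does not exclude chance either, since larva replicates 2 and 3 may not be separate plants and the count was 0 with both as 1 sample (2876 at an unadjusted p under 0.05, against 1308 called by DESeq2 on all libraries) and 47 with the replicate number as a block. The count fell to 0 without larva replicate 2 or without larva replicate 3, to 1 without regurgitate replicate 1 and to 27 to 115 without control replicates 1, 2 and 3, larva replicate 1, regurgitate replicate 3 and wounding replicates 2 and 3 (62, 115, 39, 69, 29, 30 and 27), and it was 1538 without regurgitate replicate 2. Fungal counts, above every control library in the wounding libraries, regurgitate replicates 1 and 2 and larva replicate 1, may contribute, and no value here separates them from the effect of regurgitate.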

How the results depend on the processing

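Chosen after seeing the data were larva replicates 2 and 3 as 1 sample, the rebuilt DESeq test on every feature, features of 1 identifier only, and all tests of an explanation. Where a result changed with a setting, the cause was not tested, except where it is named.

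In the larva comparison, edgeR's count of 0 (1918 at an unadjusted p under 0.05) held with RLE factors, a mean of 10 counts, every feature, the block, all 12 libraries, larva replicates 2 and 3 as 1 sample and features of 1 identifier. It was 2 with total counts only and 2 with no filter (GRMZM2G112488, higher, and GRMZM2G075456, lower, in both, named after their values were seen), 273 with DESeq2, 63 with the rebuilt DESeq test and 16 with that test on every feature. Leaving out 1 library gave 0 to 11 (11 without control replicate 1, 8 without larva replicate 1, 1 without control replicate 2).

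In the regurgitate comparison, the 11 genes became 9 with RLE factors, 11 with a mean of 10 counts and 12 with features of 1 identifier. They became 0 with total counts only, 0 with every feature, 0 with the replicate block, 0 with the rebuilt DESeq test on every feature, 110 with no filter, 393 with the rebuilt DESeq test, 1633 with DESeq2 and 1788 in a fit of all 12 libraries. All 11 were among the genes called with no filter, by DESeq2 and by the rebuilt DESeq test. Leaving out 1 library gave 0 to 665 (0 without regurgitate replicate 1, regurgitate replicate 3, wounding replicate 2 or wounding replicate 3, 35 without wounding replicate 1, 665 without regurgitate replicate 2). At an unadjusted p under 0.05 the counts behind the 0 calls were 4322 with total counts only, 2381 with every feature, 4570 with the block and 211 with the rebuilt DESeq test on every feature. Shared genes stayed at 0 except 65 with DESeq2 and 5 with the rebuilt DESeq test.

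Between wounding and control libraries, the counts were 4455 with the rebuilt DESeq test and between 5263 and 9107 otherwise. Total counts only gave 2366 higher and 6741 lower genes of 9107, and every feature 2669 and 4961 of 7630. Between regurgitate and control libraries, the 245 genes became 1707 with DESeq2, 410 with the rebuilt DESeq test, 1190 in a fit of all 12 libraries, 0 with every feature (3085 at an unadjusted p under 0.05), 0 with the block (2674), and 0 to 490 with 1 library left out (0 without control replicate 1 or 2, 1 without control replicate 3, 34 without regurgitate replicate 1, 490 without regurgitate replicate 3). The 233 genes for the difference between the responses became 1308 with DESeq2, 47 with the block, 0 with every feature (2869 at an unadjusted p under 0.05), 0 with larva replicates 2 and 3 as 1 sample (2876), and 0 to 1538 with 1 library left out (0 without larva replicate 2 or 3, 1 without regurgitate replicate 1, 1538 without regurgitate replicate 2).

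With TMM the median log2 fold change of all genes was -0.021 in the regurgitate comparison, -0.014 in wounding with control, -0.042 in regurgitate with control and -0.009 in the difference. With total counts only these medians were 0.258, -0.439, -0.184 and -0.313, and with every feature 0.159, -0.272, -0.052 and -0.107, and directions under those settings are relative to that shift. Same-numbered libraries had deviations with correlations of 0.156, 0.315 and 0.165 in the regurgitate comparison and of -0.033, -0.19 and 0.208 in the larva comparison, and below 0 in all pairs of the others, and a block also uses up degrees of freedom.

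After feeding, the higher expression of the jasmonate family, picked by words in the descriptions, kept its direction and call under every alternative run (FDR 0.000748 to 0.0299). Camera called the peroxidases (FDR 0.0138), the glutathione transferases (0.0199) and the AP2/EREBP genes (0.0162) of the larva comparison, where fry did not, except for the peroxidases without control replicate 2 (0.000788, with 0.000788 to 0.443 over the libraries left out). The laccases, lower by fry, were higher with a mean of 10 counts (0.923), with the block (0.843), without control replicate 1 (0.407) and without larva replicate 1 (0.175), with 0.175 to 0.932 over the libraries left out. In the regurgitate comparison the block took the FDR over 0.05 for peroxidases (0.171), tubulins (0.189) and dehydrins (0.189), as did camera (0.0599) and total counts only (0.0795) for dehydrins. Leaving out 1 library gave FDRs of 0.0199 to 0.167 for peroxidases, 0.0199 to 0.147 for tubulins and 0.0803 to 0.167 for dehydrins. For peroxidases it was 0.121 without regurgitate replicate 1, 0.0881 without regurgitate replicate 3, 0.0584 without wounding replicate 1, 0.167 without wounding replicate 2 and 0.147 without wounding replicate 3, for tubulins 0.0803 without regurgitate replicate 1, 0.0629 without regurgitate replicate 3, 0.0949 without wounding replicate 1, 0.0591 without wounding replicate 2 and 0.147 without wounding replicate 3, and for dehydrins it was over 0.05 without any 1 of the 6. Directions that changed were those of jasmonate genes with total counts only (0.948) and without regurgitate replicate 2 (0.766; 0.452 to 0.778 over the libraries left out), chalcone synthases with the block (0.227), and glutathione transferases with RLE factors (0.989), total counts only (0.685), camera (0.833), the block (0.705), and without regurgitate replicate 2 (0.766), regurgitate replicate 3 (0.778) or wounding replicate 1 (0.666), with 0.543 to 0.943 over the libraries left out. On all 6 libraries of the regurgitate comparison, the median was above 0 in the jasmonate and the glutathione transferase family while the test pointed lower.

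Over the named genes, 1322 values under alternatives kept direction and call, 96 gained a call, 122 lost one and 5 changed sign. The 5 are the larva responses without control replicate 1 of GRMZM5G843555 (0.31, edgeR FDR 0.951, lowest -4.74), GRMZM2G099420 (0.77, edgeR FDR 0.572, lowest -3.69), GRMZM2G176307 (0.30, edgeR FDR 0.781, lowest -2.06), GRMZM2G071630 (0.33, edgeR FDR 0.619, lowest -1.98) and GRMZM2G147399 (0.72, edgeR FDR 0.866, lowest -4.73), in each of which that library held far more counts than any other, and the lowest value is that of any library left out.

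GO terms are not among the values used, so their enrichment was not run, and the alternatives for normalized values only were not needed, since counts are there. The rebuilt DESeq test was not run for the difference between the responses, and a library left out leaves 2 in its group. The library with the fewest counts on maize genes was regurgitate replicate 2 with 3047770, and when every library was thinned to that number edgeR's test called 1 gene in the larva comparison and 3 in the regurgitate comparison.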

Differences from the paper's values

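The paper's count of genes differentially expressed after feeding is 126, of which the paper gives 54 as higher and 72 as lower, and edgeR's test gave 0, 0 and 0. Of the alternatives set before the data were examined, the rebuilt DESeq test (41 genes) came within 1.5 times the paper's 54 higher genes, and none did so for 126 or 72, with DESeq2 at 273, 132 and 141, the rebuilt DESeq test at 63 in all and 22 lower, and the remaining alternatives at 0 to 11. DESeq2 called 76 of the paper's 126 genes and the rebuilt DESeq test 30. No filter and total counts only called 2 of them (GRMZM2G112488 and GRMZM2G075456), and the rebuilt DESeq test on every feature, chosen after seeing the values, called 12 and dropped 114.

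For regurgitate against wounding, the paper's Supplementary Table 4 holds 101 genes, 90 of them higher, and edgeR's test gave 11 and 2. With no filter, set before the data were examined, the total was 110, within 1.5 times the paper's 101, and no alternative set before the data were examined came within 1.5 times the paper's 90 higher genes (28 with no filter, 175 with the rebuilt DESeq test, 350 without regurgitate replicate 2, 727 with DESeq2, 974 in a fit of all 12 libraries, 0 to 3 otherwise). Of the paper's 101 genes, edgeR's test called 4, no filter 24, the rebuilt DESeq test 35, the test without regurgitate replicate 2 80, the fit of all 12 libraries 84 and DESeq2 93.

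The paper's count of genes in both lists is 7, and 0 genes were called in both comparisons by edgeR's test. The rebuilt DESeq test (5 genes) came within 1.5 times the paper's 7 as a count only, since none of its 5 genes is among those 7. DESeq2 gave 65, and the other alternatives set before the data were examined gave 0.

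Of JA biosynthesis the paper states that no gene was differentially expressed after feeding. The family set beside that statement was picked by words in the descriptions, and whether each member acts in JA biosynthesis was not checked. As single genes, 0 of the family were called by DESeq2, which called 273 genes in all, 0 by the rebuilt DESeq test, which called 63, and 0 by edgeR's test, which called no gene at all, with 4, 1 and 4 of the family at an unadjusted p under 0.05, while the 15 tested genes were higher as a set (median log2 fold change 0.31, fry FDR 0.000658, 0.000748 to 0.0299 under the alternatives).

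The paper's text gives the common genes GRMZM5G843555, GRMZM2G045155 and GRMZM2G099420 as lower after feeding, and their log2 fold changes of -4.18, -3.60 and -3.14 on all 6 libraries were 0.31, -0.03 and 0.77 without control replicate 1. On all 6 libraries of each comparison, the 118 tested genes of Supplementary Table 1 and the 95 of Supplementary Table 4 all had the direction that the paper gives. In Supplementary Table 4, 3 genes given as induced (GRMZM2G091643, GRMZM2G018138 and GRMZM2G017991) carry a log2 fold change of minus infinity, a value that the column cannot hold for an induced gene.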

Other observations

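All tests of an explanation in the paragraphs that follow were chosen after the result was seen.

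Chance was weighed by other splits of the samples. For the larva comparison and for shared genes the count was 0 by edgeR's test (1918 and 512 genes at an unadjusted p under 0.05, 273 and 65 called by DESeq2, 63 and 5 by the rebuilt DESeq test), so all 10 and all 100 splits give as many whatever the data, which says nothing about chance. In the regurgitate comparison 1 of 10 splits gave as many calls, the real one, and for the families called in the larva comparison and in the regurgitate comparison it was also 1 of 10 in each, a share that 3 against 3 libraries cannot take below 0.1. Of the 4 splits that part every pair of same-numbered regurgitate and wounding libraries, the real one gave as many calls and the others gave 0.

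Larva replicates 2 and 3 differed by little more than sampling noise, with a chi-square per degree of freedom of 1.08 over 4990 genes of 10 to 50 counts, where the other 11 pairs of libraries of 1 group had 3.30 to 11.2. Libraries made from 1 plant or 1 RNA pool would look like that, and so might separate plants that respond alike, and the counts cannot tell these apart. If both came from 1 plant, the tests would overstate the replication of the larva group. With both summed as 1 sample, edgeR's test gave 0 genes in the larva comparison (1155 at an unadjusted p under 0.05), and the jasmonate family kept its direction with a fry FDR of 0.0292, so taking them as separate plants is not what its call rests on. No biological explanation of the likeness was tested.

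Regurgitate replicate 3 lacked 33 maize genes (under 0.2 CPM) that each of the other 11 libraries held at 10 CPM or more, and no other library lacked any such gene. Low depth would need few counts on maize genes, and this library had 6243792, more than the other regurgitate libraries. Of the 33, 16 are features that join several identifiers (48.5%, against 3.4% of the 6515 genes looked at), and 26.4% of joined features were over 8-fold lower in this library than the mean log2 value of the others, against 1.03% of features of 1 identifier and at most 3.8% of joined features in any other library. Reads shared by several features, counted in another way in this library, are a candidate explanation of the joined part. Another maize genotype stays open, since 0 maize genes were found in this library alone, which a plant lacking genes could also show. Values of joined features such as GRMZM2G025441 and GRMZM2G042639 in this library carry that limit.

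The gene GRMZM2G042639 is described as protein IN2-1 in Supplementary Table 4 and is a joined feature. It had 214 ± 283 CPM with regurgitate and 31.2 ± 2.50 CPM after wounding (SD, n = 3 each). Its log2 fold change of 2.77 (standard error 1.08, edgeR FDR 0.221, DESeq2 FDR 0.0412, rebuilt DESeq FDR 0.933) was 0.75 without regurgitate replicate 2. The 29 tested glutathione transferases had a median of 0.05 in that comparison, while the fry test pointed lower (FDR 0.932, 0.543 to 0.989 under the alternatives), a direction that was higher with RLE factors and with total counts only.

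Outside Supplementary Table 4, GRMZM2G382534, described as a beta-carotene hydroxylase, and GRMZM2G057506 were among the lower genes with the smallest adjusted p with regurgitate. Their log2 fold changes were -4.24 and -3.44, with an edgeR FDR of 0.0418 each. Without regurgitate replicate 1, regurgitate replicate 3, wounding replicate 2 or wounding replicate 3 the FDRs were 0.248, 0.102, 0.147 and 0.228 for GRMZM2G382534 and 0.248, 0.102, 0.156 and 0.228 for GRMZM2G057506. The chalcone synthase gene *whp1* (GRMZM2G151227) had, in larva against control libraries (n = 3 each), a log2 fold change of 2.66 (standard error 0.29, edgeR FDR 0.126, DESeq2 FDR 9.94e-08, rebuilt DESeq FDR 2.88e-05).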
